# NRF2 activation by cysteine as a survival mechanism for triple-negative breast cancer cells

**DOI:** 10.1038/s41388-024-03025-0

**Published:** 2024-04-10

**Authors:** Laura Bottoni, Alberto Minetti, Giulia Realini, Elena Pio, Daniela Giustarini, Ranieri Rossi, Chiara Rocchio, Lorenzo Franci, Laura Salvini, Orazio Catona, Romina D’Aurizio, Mahdi Rasa, Emanuele Giurisato, Francesco Neri, Maurizio Orlandini, Mario Chiariello, Federico Galvagni

**Keywords:** Transcription, Breast cancer, Stress signalling, Prognostic markers, Mechanisms of disease

## Abstract

Triple-negative breast cancer (TNBC) is a very aggressive and heterogeneous group of tumors. In order to develop effective therapeutic strategies, it is therefore essential to identify the subtype-specific molecular mechanisms underlying disease progression and resistance to chemotherapy. TNBC cells are highly dependent on exogenous cystine, provided by overexpression of the cystine/glutamate antiporter SLC7A11/xCT, to fuel glutathione synthesis and promote an oxidative stress response consistent with their high metabolic demands. Here we show that TNBC cells of the mesenchymal stem-like subtype (MSL) utilize forced cystine uptake to induce activation of the transcription factor NRF2 and promote a glutathione-independent mechanism to defend against oxidative stress. Mechanistically, we demonstrate that NRF2 activation is mediated by direct cysteinylation of the inhibitor KEAP1. Furthermore, we show that cystine-mediated NRF2 activation induces the expression of important genes involved in oxidative stress response, but also in epithelial-to-mesenchymal transition and stem-like phenotype. Remarkably, in survival analysis, four upregulated genes (*OSGIN1*, *RGS17*, *SRXN1*, *AKR1B10*) are negative prognostic markers for TNBC. Finally, expression of exogenous OSGIN1, similarly to expression of exogenous NRF2, can prevent cystine depletion-dependent death of MSL TNBC cells. The results suggest that the cystine/NRF2/OSGIN1 axis is a potential target for effective treatment of MSL TNBCs.

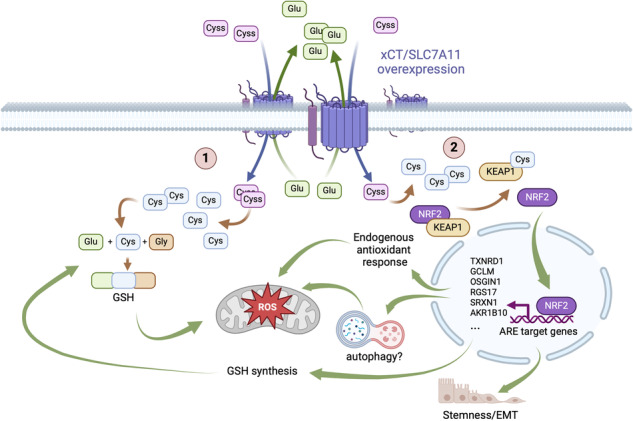

## Introduction

Triple-negative breast cancer (TNBC) is a highly aggressive subtype of breast cancer (BC) that accounts for approximately 15% of all invasive BCs [1]. TNBC is defined by the lack of expression of the biomarkers estrogen receptor (ER), progesterone receptor (PR) and human epidermal growth factor receptor-2 (HER2), which makes TNBC particularly difficult to treat as it is insensitive to the most effective targeted or hormonal therapies currently available [2]. The therapeutic scenario is complicated by the fact that TNBC is a heterogeneous disease and several classifications have been proposed according to specific histological and molecular features [3]. Based on unique gene expression signatures, a classification into seven molecular subtypes has been proposed, namely basal-like 1 (BL1), basal-like 2 (BL2), immunomodulatory (IM), mesenchymal (M), mesenchymal stem-like (MSL), luminal androgen receptor (LAR) and an unclassifiable group (called unstable) [4]. The M and MSL subtypes are characterized by stemness, epithelial-mesenchymal transition (EMT) markers, and an increased potential for invasion and metastasis. Other studies have identified a claudin-low (CL) subtype of TNBC, characterized by low expression of genes involved in tight junctions and epithelial cell-cell adhesion, including claudin 3, 4 and 7, E-cadherin and occludin, and exhibiting chemotherapy-resistant properties [5, 6]. Remarkably, M/MSL and CL subtypes share common features and almost overlap [7, 8]. Such a heterogeneous disease requires a broad spectrum of specific therapeutic options. There is therefore an urgent need to identify the subtype-specific molecular mechanisms underlying TNBC progression and resistance to chemotherapy that may represent therapeutic targets.

The rapid proliferation of tumors requires an increased metabolic rate, which is mainly maintained by mitochondrial respiration, leading to an increased production of reactive oxygen species (ROS) [9]. Above a cytotoxic threshold, ROS-induced oxidative stress (OS) would be detrimental to cancer cells and lead to apoptosis or senescence. Therefore, cancer cells adapt to high ROS concentrations by increasing their antioxidant defense mechanisms.

Nuclear factor erythroid 2-related factor 2 (NRF2), encoded by the NFE2L2 gene, is a transcriptional activator involved in cellular defense against OS. Under normal conditions, NRF2 is degraded by its negative regulator KEAP1 via the ubiquitin-proteasome pathway [10]. However, under electrophilic or oxidative stress, KEAP1 changes its structure and NRF2 dissociates from the complex, accumulates in the nucleus and induces the expression of its target genes involved in the antioxidant response, detoxification, metabolism and inflammation [11]. The NRF2 pathway plays a critical role in the development of chemoresistance and tumor progression in various cancers, and high NRF2 levels in breast cancer and specifically in TNBC are associated with tumor progression and poor prognosis [12–15].

Glutathione (GSH) is the most important molecule among endogenous antioxidants. It acts as a ROS scavenger and plays a crucial role in enzyme-catalyzed antioxidant processes and cellular detoxification against xenobiotics. In cancer, GSH levels are elevated to counteract the increased OS and promote the detoxification of antineoplastic drugs [16, 17]. Consequently, GSH depletion can be used to trigger cancer cell death [18]. GSH is a tripeptide composed of glutamate, cysteine and glycine and is synthesized intracellularly via two reactions catalyzed by the enzymes γ-glutamylcysteine ligase (GCL) and GSH synthetase (GS). In this synthesis process, cysteine (Cys) is the limiting substrate and its cellular uptake as the oxidized form, cystine (Cyss), is mediated by the cystine/glutamate antiporter xCT (encoded by the *SLC7A11* gene). Once inside the cell, Cyss is immediately reduced to Cys, either by oxidation of intracellular GSH or by the NADPH-dependent thioredoxin/thioredoxin reductase 1 system [19]. In TNBC cell lines, xCT/SLC7A11 is overexpressed and its mRNA levels correlate with Cys consumption. Moreover, xCT/SLC7A11 inhibition has a deleterious effect on TNBC cell proliferation, and it is proposed that this effect is mediated by GSH depletion [20].

Here, we present a novel mechanism by which TNBC cells of the MSL/CL subtype activate an OS response through direct induction of the NRF2 pathway by Cyss uptake, and we propose NRF2 and its direct transcriptional target *OSGIN1* as interesting targets for personalized cancer treatment.

## Results

### Cystine deprivation leads to rapid death of TNBC cells by mitochondrial oxidative stress independent of GSH loss

To investigate the dependence of BC cells on Cyss, we first examined the cytoplasmic Cys/Cyss content in TNBC (Hs 578T and MDA-MB-231) and non-TNBC cell lines (MCF7), cultured for 8 h in the absence of Cyss or in the presence of buthionine sulfoximine (BSO), an inhibitor of GCL (Fig. 1A). In the absence of Cyss, but not in the presence of BSO, cytoplasmic Cys levels were close to zero in all three cell lines tested, while GSH levels were greatly reduced by both Cyss deprivation and BSO treatment (Fig. 1B, C). In the viability assay, Cyss deprivation led to rapid cell death in many TNBC cell lines, but not in non-TNBC cells (Fig. 1D). Conversely, BSO treatment had little or no effect on cell survival, suggesting that GSH depletion does not play a key role in cell death caused by Cys deprivation (Fig. 1D, Fig. S1, and Fig. S2). Finally, since the mitochondrial superoxide scavenger mito-TEMPO restored cell viability, we hypothesized that the observed phenotype was due to mitochondrial oxidative stress (Fig. 1E).

**Fig. 1:**
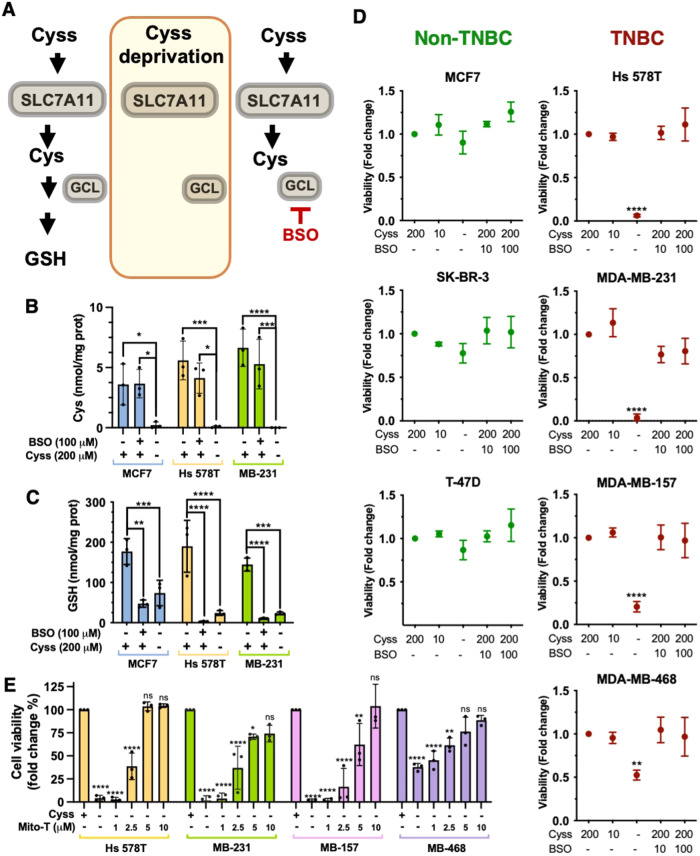
Cystine deprivation leads to rapid death of TNBC cells by mitochondrial oxidative stress, independent of GSH loss. **A** Schematic representation of the uptake of Cyss by the SLC7A11/xCT antiporter and its conversion to GSH (only GCL, the first enzyme in the biosynthetic pathway, is indicated). The effects of Cyss deprivation and BSO treatment on cytoplasmic Cys and GSH content are shown in different font sizes. **B**, **C** Quantitative analysis of cytoplasmic Cys and GSH content after 8 h of Cyss deprivation and BSO treatment. **D** Cell survival of the indicated TNBC and non-TNBC cell lines treated as in (**B**) for 24 h. Cyss and BSO concentrations are reported in μM. **E** Mitochondrial superoxide scavenger mito-TEMPO (Mito-T) rescues cell viability upon cystine deprivation. Data represent the mean ± SD of independent experiments (N = 3). *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001. ns not significant. One-way (**D**) and two-way (**B**, **C**, **E**) ANOVA were followed by Sidak’s (**B**, **C**), Dunnett’s (**D**), or Tukey’s (**E**) multiple comparisons test.

### Cyss deprivation downregulates NRF2 pathway in the MSL subtype of TNBC cells

Next, we examined the short-term (8 h) effect of Cys deprivation on Hs 578T cells by transcriptome analysis (Fig. 2A, B, and Dataset S1) to investigate the underlying mechanism. 

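RNA-seq libraries were made from Hs578T cells, a TNBC line, that had been transduced for the expression of GFP and grown for 8 h in medium with Cyss (3 libraries) or without Cyss (3 libraries). The samples' labels give 0.8 mM l-cystine for the medium with Cyss. The authors sequenced the libraries single end, mapped the reads to hg19 (GRCh37) with TopHat and counted the reads on the exons of each gene with HTSeq, without regard to strand. The deposited values are these raw counts, listed by gene symbol and not normalized, and the paper's text does not name the gene annotation behind the symbols. Reads counted on genes numbered between 37871221 and 44596870 per library with Cyss, with a median of 38061180, and between 29024499 and 33368795 without Cyss, with a median of 30697349. The files still hold the reads on rRNA genes that the methods describe as removed, so 523 genes named as rRNA were left out, which left 55242 genes. Over all genes together, the pairs of replicates differed by more than the sampling noise of the counts, with a chi-square per degree of freedom between 2.92 and 7.08. These pooled values do not tell which of spread and depth limits the precision of a single gene. For the tests, counts were normalized with edgeR's TMM method within the 6 libraries compared, and genes with a mean normalized count of at least 10 in either medium were kept. Normalized counts printed for single genes were instead scaled by TMM over all 12 libraries of the study. Differences were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a DEG was a gene with an adjusted p under 0.1 and a log2FC above 0.32 in size, as in Fig. 2. No replicate block was fitted, since the methods name no pairing of the cultures. Positions of genes are those of GENCODE 44 on GRCh37, which is not the annotation used for counting.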

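For the NRF2 pathway, the 22 genes that the paper's supplementary table prints as the leading edge of its enrichment were tested as a set, and for the metapathway biotransformation phase I and II the 24 genes printed there. The study chose these genes on the same 6 libraries, so tests of both sets here are not independent evidence. All 22 NRF2 pathway genes had lower normalized counts without Cyss, with a median log2FC of -0.28 and a range from -0.61 to -0.16. Of these, 8 were DEGs over all genes tested and 9 when adjusted over the list alone. limma's camera test with a preset correlation of 0.01 gave an adjusted p of 7.28e-28 for the set, and the call held under fry (adjusted p = 1.79e-04) and under camera with an estimated correlation (adjusted p = 0.00340). All 24 metapathway genes were also lower, with a median log2FC of -0.16, and 2 of them were DEGs over all genes tested and over the list alone. For that set, camera gave an adjusted p of 5.62e-10, and the call held under fry (adjusted p = 0.00108) and with the estimated correlation (adjusted p = 0.0103). A list of 28 NRF2 targets written before the counts were examined shares 12 genes with the NRF2 pathway set and 6 with the metapathway set. In that list 26 genes were lower without Cyss, with a median log2FC of -0.25, and 10 were downregulated DEGs over all genes tested, or 11 when adjusted over the list alone, while 1 was upregulated in both counts. Of the 10, only OSGIN1, PIR, TRIM16 and TRIM16L lie outside both sets. The study also picked OSGIN1 and TRIM16L from these libraries, so this list is not fully independent either. The signs of the medians were the same when counts were scaled with DESeq2's size factors or by library size only. The largest change among the NRF2 pathway genes was that of TXNRD1 (chromosome 12, 104609557 to 104744085), with 11951 ± 174 (SD, n = 3) normalized counts with Cyss and 7798 ± 557 (SD, n = 3) without. Its log2FC was -0.61 (standard error 0.0479, adjusted p = 3.84e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GCLM (chromosome 1, 94350755 to 94375012) fell from 3795 ± 517 to 2888 ± 128 normalized counts (SD, n = 3 each), a log2FC of -0.39 (standard error 0.0759, adjusted p = 0.0126 from the same edgeR test). Without GFP with Cyss replicate 1, its log2FC was -0.27 and GCLM was no longer a DEG. GSR (chromosome 8, 30535583 to 30585363) had a log2FC of -0.48 (standard error 0.0509) and NQO1 (chromosome 16, 69740899 to 69760571) a log2FC of -0.42 (standard error 0.0344), and both were DEGs in each of the 6 fits that left out a library. MGST1 (chromosome 12, 16500076 to 16762193), which is not in the NRF2 pathway set, had a log2FC of -0.19 (standard error 0.0366, adjusted p = 0.0111 from the same edgeR test), below the fold change threshold.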

Among the significantly modulated pathways, we found downmodulation of the NRF2 pathway and the closely related metapathway biotransformation phase I and II, many genes of which are direct transcriptional targets of NRF2 (Fig. 2C, D, Figs. S3, S4, and Dataset S2). Downmodulation of the NRF2 pathway was also confirmed by RT-qPCR analyses of four known NRF2 transcriptional targets (*GCLM*, *GSR*, *NQO1*, and *MGST1*) in both Hs 578T and MDA-MB-231 TNBC cells, showing reduced expression of these genes upon Cyss deprivation (Fig. 2E).

**Fig. 2:**
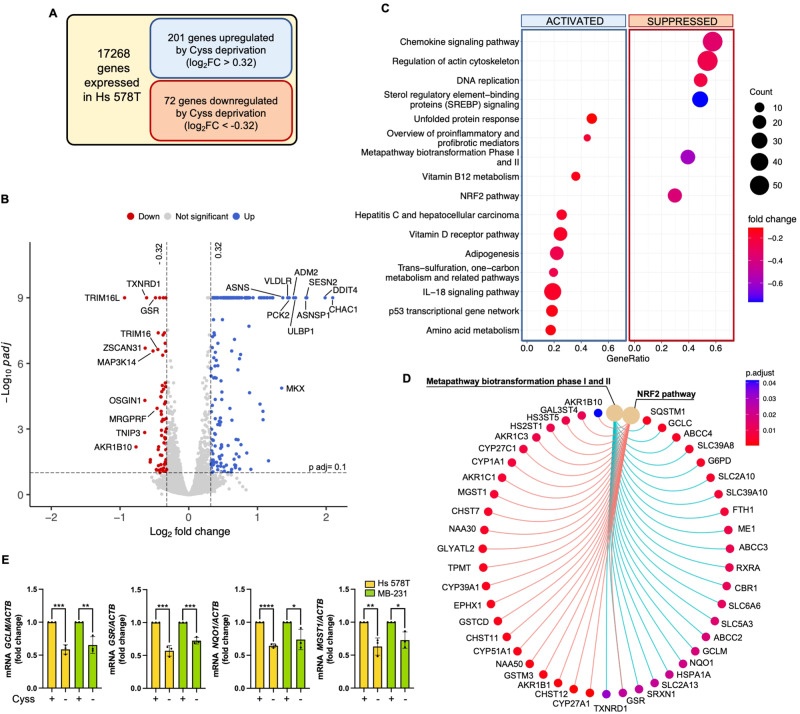
Transcriptome analysis of Hs 578T cells deprived of Cyss from culture medium reveals NRF2 pathway downregulation. **A** Hs 578T cells transduced for the expression of GFP were cultured in complete or Cyss-free medium for 8 h, and gene expression was analyzed by RNA-seq. The transduction with GFP was carried out in anticipation of later experiments with exogenous protein expression. Adjusted p value (p adj) < 0.1 and |log_2_ fold change| (log_2_FC) > 0.32 fold change were used as thresholds for analysis. A gene was considered expressed if there were at least 10 DESeq2 mean normalized counts in either the complete or Cyss-free growth condition. **B** Volcano plot showing the differentially expressed genes (DEGs) after Cyss depletion. Genes down-regulated are shown in red, genes up-regulated are shown in blue. Top ten upregulated and downregulated DEGs are reported. **C** Dot plot showing significantly activated and suppressed Wikipathways (permutation test’s BH p-adj<0.05) resulting from gene set enrichment analysis (GSEA). Dot radii indicate the number of genes annotated with corresponding terms (Count). GeneRatio stands for the relative proportion of involved genes of each pathway (i.e. Count/setSize). **D** Cnetplot plot showing fold changes in expression of genes associated with the “NRF2 pathway” and the closely related “metapathway biotransformation phase I and II”. **E** RT-qPCR analysis of mRNA levels for four known NRF2 transcriptional targets (*GCLM*, *GSR*, *NQO1*, *MGST1*) in the indicated cell lines. mRNA levels are normalized to *β-actin (ACTB)* mRNA levels. Data represent the mean ± SD of independent experiments (N = 3) and are expressed as fold change over control with Cyss in the medium. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001. ± Cyss conditions were compared using the two-tailed unpaired *t*-test. An F test was used to compare variance.

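With counts scaled by TMM, 17452 genes had a mean of at least 10 in either growth condition, against 17430 with DESeq2's size factors. Of the 17452 genes, 274 were upregulated and 93 downregulated DEGs without Cyss, and 3160 had an unadjusted p under 0.05. The paper's lists of DEGs hold 201 upregulated and 72 downregulated genes, of which 201 and 68 were DEGs here in the same direction. Leaving out the fold change threshold moved these counts most among the alternatives, to 543 upregulated and 490 downregulated genes. Across the 6 fits that each left out a library, upregulated DEGs numbered from 216 (without GFP without Cyss replicate 2) to 306 and downregulated DEGs from 55 (without GFP with Cyss replicate 1) to 133.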

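Among DEGs with a mean of at least 50 normalized counts in the higher growth condition and no overlap between the replicates of both conditions, CHAC1 rose most, followed by DDIT4 and SESN2. CHAC1 (chromosome 15, 41245160 to 41248710) had 518 ± 27.9 (SD, n = 3) normalized counts with Cyss and 2210 ± 91.9 (SD, n = 3) without, a log2FC of 2.10 (standard error 0.0562, adjusted p = 1.21e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SESN2 (chromosome 1, 28586029 to 28609002) had a log2FC of 1.72 (standard error 0.0565). By the same rule, the largest decrease was that of a gene that has only a clone name and no position in GENCODE 44, with 129 ± 7.58 (SD, n = 3) normalized counts with Cyss, 44.2 ± 7.61 (SD, n = 3) without and a log2FC of -1.54 (standard error 0.139). TRIM16L and AKR1B10 followed. The 11 genes that the paper's table prints as the leading edge of the unfolded protein response were all higher without Cyss, with a median log2FC of 0.50, and 6 of them were DEGs, or 7 when adjusted over the list alone. The study chose these genes too on the same libraries, so their common direction is not independent evidence. A list of 25 targets of the stress-induced transcription factor ATF4, written before the counts were examined and sharing 1 gene with that set, had a median log2FC of 0.87, with 23 genes upregulated over all genes tested and over the list alone. fry gave an adjusted p of 1.04e-05 for the ATF4 targets, and the call held under camera with preset and with estimated correlation. From the pathways suppressed in its enrichment analysis, the paper concludes that Cyss deprivation downmodulates the NRF2 pathway in these cells. It rests this also on RT-qPCR of known NRF2 targets, and later on Western blots and a reporter assay.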

To further investigate these observations and confirm the cystine-dependent modulation of NRF2, we analyzed NRF2 expression in eight TNBC and five non-TNBC cell lines by Western blot. The TNBC cell lines were grouped according to the Lehmann/Pietenpol classification [4, 21]. NRF2 expression was significantly reduced by Cyss depletion in all TNBC cell lines of the MSL subtype and in the unclassified BT-20 (Fig. 3A, B and Fig. S5). Interestingly, all MSL cell lines tested also belong to the CL molecular subtype. Furthermore, NRF2 expression was not decreased by BSO treatment, confirming the viability phenotype observed for BSO-treated cells and demonstrating that the downregulation of NRF2 expression by Cyss depletion is not dependent on GSH (Fig. S6).

**Fig. 3:**
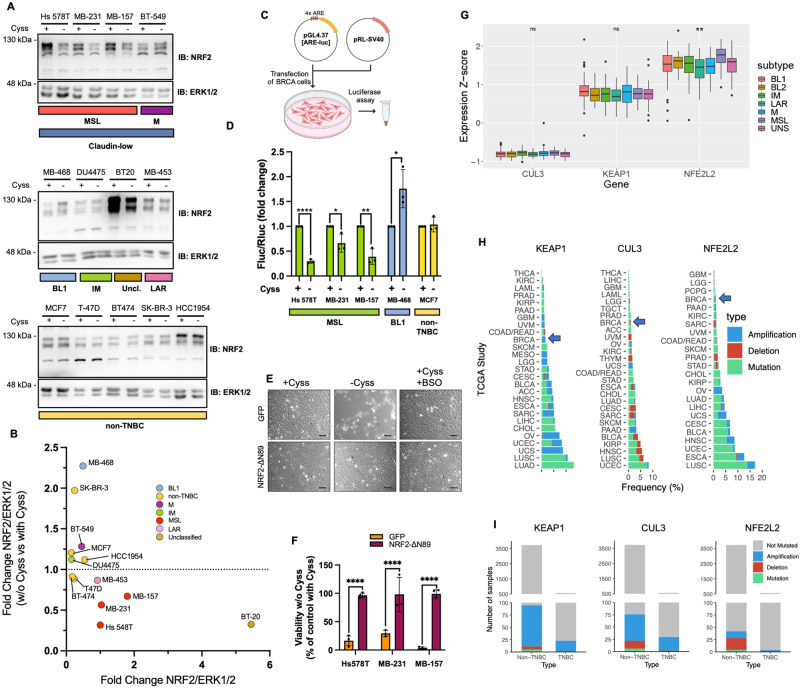
Free Cyss induce NRF2 expression and activity in TNBC cell lines of the mesenchymal stem-like subtype. **A** Western blot analysis of TNBC and non-TNBC cell lines cultured for 16 h in presence or absence of Cyss. TNBC cell lines are assigned to the molecular subtypes according to Lehmann et al. [4]: mesenchymal (M), Mesenchymal stem-like (MSL), basal-like 1 (BL1), Immunomodulatory (IM), luminal androgen receptor (LAR), and unclassified (Uncl.). Analysis of total ERK1/2 expression was used as loading control. **B** Analysis of the band intensity of NRF2. NRF2 levels in cells growing in presence of Cyss are normalized to the ERK1/2 levels, refer to NRF2 expression in Hs 578T cells, and are plotted on the x-axis. On the y-axis, the normalized NRF2 levels obtained in the absence of Cyss are shown for each cell line individually as a fold change compared to the controls with Cyss. Data are expressed as mean values ± SD. **C**, **D** Analysis of NRF2 activity by transient transfection of the indicated breast cancer (BRCA) cells with ARE-*luc2P* reporter plasmid (pGL4.37[ARE-luc]). The Firefly luciferase values were normalized to Renilla luciferase activity (pRL-SV40 vector). Data represent the mean ± SD (*N* = 3) and are expressed as fold change compared to cells grown in presence of Cyss. ± Cyss conditions were compared using the two-tailed unpaired t-test. An F test was used to compare variance. **E** Bright-field images of Hs 578 T cells transduced for the expression of NRF2-ΔN89 or GFP as control and treated for 24 h as indicated. Scale Bar = 100 µm. **F** Viability assay of the indicated cell lines transduced as in (**B**) and grown in presence or absence of Cyss for 24 h. Two-way ANOVA was followed by Tukey’s multiple comparisons test. **G** Boxplot showing *CUL3*, *KEAP1* and *NFE2L2* gene expression distributions among TNBC METABRIC samples grouped by Lehmann subtypes. Significance of Kruskal-Wallis test on median is reported (** for *p* < 0.001). **H** The frequency of samples with altered *KEAP1*, *CUL3* and *NFE2L2* genes in 27 datasets of TCGA collection is shown. The alterations include single nucleotide variants, gene deletion and gene amplification. BRCA: breast cancer. **I** For samples belonging to TCGA BRCA cohort, the number of samples with altered *KEAP1*, *CUL3* or *NFE2L2* is reported, distinguishing between TNBC and non-TNBC. *p ≤ 0.05; **p ≤ 0.01; ****p ≤ 0.0001.

To further confirm the downregulation of NRF2 transcriptional activity by Cyss depletion in MSL subtype cells, we transfected a reporter plasmid containing four copies of an antioxidant response element (ARE) that drive transcription of the luciferase gene (Fig. 3C). The results closely mirror what was shown in the Western blots, confirming that Cyss can induce the NRF2 pathway in MSL TNBC cells (Fig. 3D).

Finally, we wondered whether downregulation of the NRF2 pathway is directly responsible for cell death after Cyss depletion. To test this, we expressed a stable NRF2 mutant in Hs 578T, MDA-MB-231 and MDA-MB-157 cells. In this mutant, the first 89 amino acids at the N-terminus (NRF2-ΔN89) were removed, corresponding to the Neh2 domain that mediates NRF2 degradation by binding the repressor KEAP1. Exogenous NRF2 was sufficient to completely prevent loss of cell viability by Cyss depletion, strongly suggesting a role of activated NRF2 in Cyss dependence of the MSL subtype of TNBC cells (Fig. 3E, F). Interestingly, by analyzing the expression of *KEAP1*, *CUL3*, and *NFE2L2* mRNA in TCGA TNBC samples, we found that *NFE2L2* expression is higher in the MSL subtype (Fig. 3G). The Cys-dependent strategy of NRF2 activation adopted by MSL TNBC cells is all the more interesting as breast cancer is one of the cancers with the lowest number of mutations or copy number variations (CNV) in the *KEAP1*, *CUL3* or *NFE2L2* genes that would lead to constitutive activation of this pathway and are more common in other cancers (Fig. 3H, I) [22].

### Cyss uptake by SLC7A11/xCT induces NRF2 expression and activation

Since TNBC cells are known to express high levels of the cystine/glutamate antiporter SLC7A11/xCT, we wondered whether the cellular Cyss uptake and consequently cytoplasmic Cys levels are responsible for the activation of the NRF2 pathway. To investigate this, we first treated Hs 578T, MDA-MB-231 and MCF7 cells with erastin, a potent and selective inhibitor of SLC7A11/xCT [23]. Erastin rapidly deprived the cells of intracellular Cys (Fig. 4A) and decreased NRF2 expression in TNBC but not in non-TNBC MCF7 cells. Treatment of cells with N-acetyl-L-cysteine ethyl ester (NACET), a cell-permeable Cys precursor that does not require active transport [24], restored NRF2 expression (Fig. 4B, C). These data were also confirmed for NRF2 transcriptional activity (Fig. 4D). Taken together, these observations strongly suggest that Cyss uptake induces NRF2 expression and activity in TNBC cells overexpressing SLC7A11/xCT.

**Fig. 4:**
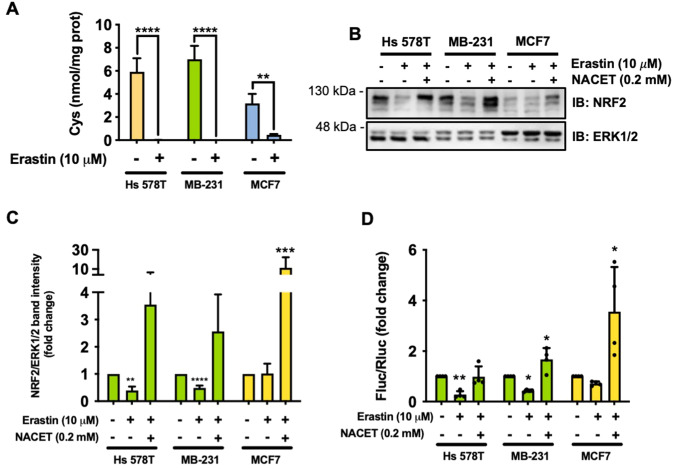
Cyss uptake by SLC7A11/xCT induce the expression and activation of NRF2. **A** Quantitative analysis of cytoplasmic Cys content after 8 h of treatment with Erastin (*N* = 3). **B** Western blot analysis for NRF2 expression in the indicated cell lines treated for 8 h as indicated. **C** Quantification of western blot analyses as in (**B**). Data represent the average ± SD of independent experiments and are expressed as fold change compared to cells grown in absence of Erastin (*N* = 3). **D** Analysis of the NRF2 activity by transient transfection of the indicated cells with ARE-*luc2P* reporter plasmid. Cells were treated as indicated for 8 h. Data represent the mean ± SD (*N* = 4) and are expressed as fold change compared to cells grown in absence of Erastin. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001. One-way (**C**, **D**) and two-way (A) ANOVA were followed by Sidak’s (**A**), Tukey’s (**C**), or Dunnett’s (**D**) multiple comparisons test.

### Molecular mechanism of Cyss-regulated NRF2 expression

Next, we investigated the molecular mechanism by which Cyss regulates NRF2 expression. 

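The mRNA of NRF2, counted under the gene symbol NFE2L2 (chromosome 2, 178083395 to 178257484, minus strand), was measured in the RNA-seq libraries of GFP-transduced Hs578T cells. Exons of NFE2L2 overlap exons of AGPS and HNRNPA3 on the other strand, and the counting did not separate strands. NFE2L2 had 3786 ± 108 (SD, n = 3) normalized counts with Cyss and 4590 ± 96.9 (SD, n = 3) without. The log2FC was 0.28 (standard error 0.0382, adjusted p = 7.64e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the 0.32 that the paper set for DEGs. Every library without Cyss had a higher count than every library with Cyss (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2FC stayed between 0.26 and 0.30. KEAP1 (chromosome 19, 10596801 to 10614234) had a log2FC of -0.11 and CUL3 (chromosome 2, 225334867 to 225450114) a log2FC of -0.04, with adjusted p values of 0.242 and 0.604 from the same edgeR test, so that no change in either mRNA was detected.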

Because NRF2 mRNA levels were increased in Hs 578T cells by Cyss depletion (Fig. 5A), we hypothesized that Cyss mediates protein stabilization of NRF2 and that KEAP1 is involved in sensing intracellular Cyss levels by direct cysteinylation of its sensor Cys residues. To test this, we first examined the effect of Cyss deprivation on the expression of exogenous full-length NRF2 (NRF2-FL) and NRF2-ΔN89 and found that only the NRF2-ΔN89 deletion mutant is insensitive to Cyss deprivation, confirming the involvement of KEAP1 in this regulation (Fig. 5B). To identify the sensor Cys residues of KEAP1 involved in direct cysteinylation by free Cys, we incubated the recombinant purified KEAP1 with free Cys and determined by mass spectrometry that Cys residues 77, 151, 226, 288, 319, 489, 583, and 613 were modified by cysteinylation in vitro (Fig. 5C, Table S1). Because the Cys residues of KEAP1 can be oxidized in vitro in a non-specific manner [25], we used these preliminary results to confirm the sensor residues in a functional assay in the cell environment. To this end, we first knocked down the expression of KEAP1 in Hs 578T cells by shRNA targeting the 3′UTR of KEAP1 mRNA (Fig. 5D). We then transfected the silenced cells and the control cells with plasmids for expression of the ARE-luc reporter gene and the ORF of KEAP1 (wt or point mutated in the identified sensor residues), which lacks its 3′UTR sequence and is therefore resistant to the shRNA used (Fig. 5E). Cys residues 622 and 624 were also included in this analysis because peptides containing these C-term residues were not detected in the MS analysis and because they have been described to be involved in KEAP1 inactivation in synergy with residues 226 and 613 [25]. As expected, silencing of endogenous KEAP1 increased luciferase activity driven by ARE elements under Cyss depletion conditions, whereas simultaneous expression of exogenous shRNA-resistant KEAP1 restored basal expression (Fig. 5F). Finally, in mutant analysis, only mutations of Cys residues 226 and 613 resulted in defective induction of ARE activity in the presence of Cyss (Fig. 5G). Since Cys is degraded to serine and H_2_S in the cell and H_2_S induces S-sulfhydration of KEAP1 and stabilization of NRF2 (ref. [26]), we wondered if Cys could be responsible for NRF2 expression through H_2_S production. To test this, we treated Hs 578T cells with amino-oxyacetic acid (AOAA) and I3MT-3, pharmacological inhibitors of endogenous H_2_S-producing enzymes, and observed no decrease in NRF2 expression (Fig. S7). Taken together, these results suggest that in TNBC cells cytoplasmic Cys is involved in the post-translational stabilization of NRF2 by direct cysteinylation of residues 226 and 613 of KEAP1 and suppression of its activity.

**Fig. 5:**
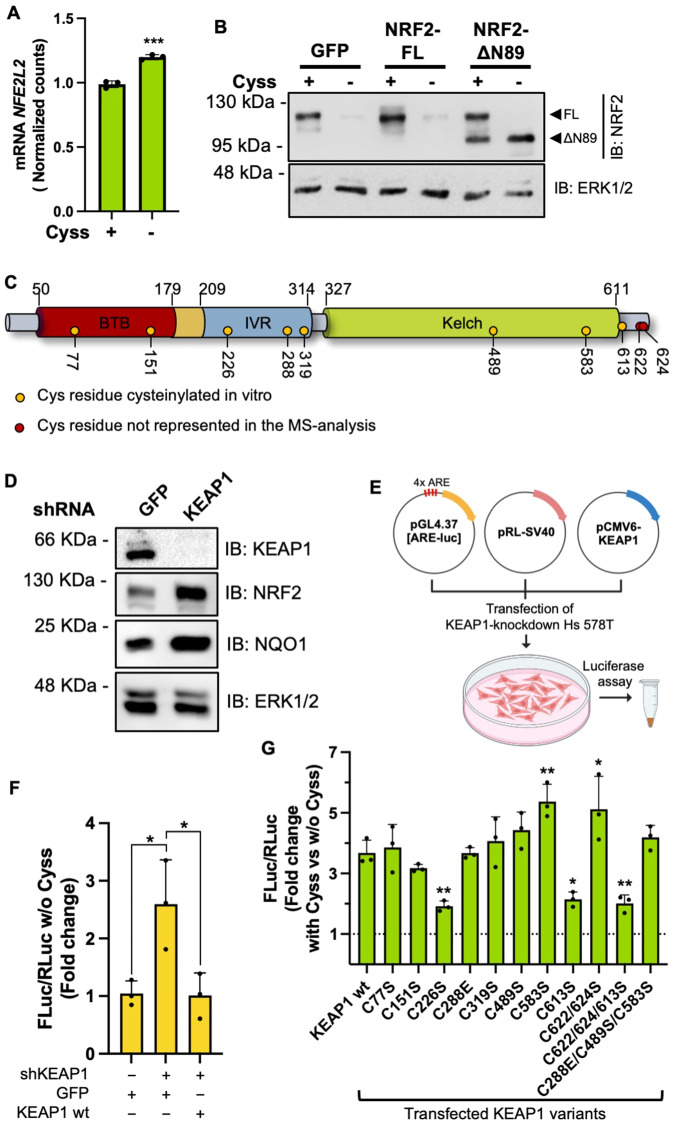
Molecular mechanism of Cyss-regulated NRF2 expression. **A** NRF2 mRNA expression in Hs 578 T cells expressed as normalized counts extrapolated from DESeq2 transcriptome analysis of Fig. 2. ± Cyss conditions were compared using the two-tailed unpaired t-test. An F test was used to compare variance. **B** Western blot analysis of NRF2 expression in Hs 578T cells lentiviral transduced for exogenous expression of NRF2 full length (NRF2-FL) or NRF2-ΔN89. GFP expressing cells were used as negative control. The bands corresponding to NRF2-FL **(**FL) or NRF2-ΔN89 (ΔN89) are indicated by arrowheads. **C** Schematic representation of the domain composition and respective amino acid boundaries for full-length human KEAP1. BTB Broad complex, Tramtrack and Bric-à-Brac, IVR intervening region. The Cys residues identified as cysteinylated by MS analysis are indicated as yellow dots and their position in the polypeptide. **D** Western blot analysis of KEAP1, NRF2 and the NRF2 target NQO1 expression in Hs 578T cells following lentiviral-mediated expression of shRNAs targeting KEAP1 or GFP (as negative control). **E** Scheme of the transfection protocol for the analysis of NRF2 transactivation activity. pRL-SV40 was used for the constitutive expression of Renilla Luciferase for normalization. **F** NRF2 activity measured as transactivation of the ARE-luc reporter gene in cells silenced for endogenous KEAP1 expression (shKEAP1). Cells were transiently transfected with plasmid vectors for the expression of shRNA-resistant wild type KEAP1 or GFP (as negative control). Values are reported as mean ± SD (*N* = 3) and represent the fold change in Renilla-normalized Firefly luciferase activity. **G** as in (**F**) KEAP1 silenced cells were transfected with reporter plasmids and one plasmid for the expression of shRNA-resistant KEAP1 (wt or mutant, as indicated). 24 h post transfection, the cells were grown for 8 h in growth medium ± Cyss. KEAP1 Cys residues were substituted with serine or glutamic acid (C288E) as described by Suzuki et al. [31]. Values represent the fold change in normalized luciferase activity in cells transfected for the expression of the corresponding KEAP1 variant and are expressed as means ± SD (*N* = 3). *p ≤ 0.05; **p ≤ 0.01. One-way ANOVA was followed by Tukey’s (**F**) or Dunnett’s (**G**) multiple comparisons test.

### NRF2 target genes downstream of its Cyss-dependent activation

Next, we wanted to identify NRF2 target genes that are modulated by Cyss. To this end, we expressed exogenous NRF2-FL in Hs578 cells and analyzed the transcriptome after 8 h of Cyss deprivation in comparison to cells grown in the presence of Cyss and to cells expressing GFP as a control and treated in the same manner (Fig. 6A, B and Datasets S1, S3–6). This analysis identified 17 genes that were upregulated in control cells after Cyss deprivation and significantly downregulated by NRF2 in the absence of Cyss (Fig. 6C, E, F), and 22 genes that were downregulated in control cells and significantly upregulated by NRF2 in the presence of Cyss (3 genes: *STXBP6*, *INHBB*, and *TRIM16L*), in the absence of Cyss (14 genes: *SLC5A3*, *ANGPT1*, *GCLM*, *PPARA*, *IGF2BP3*, *TGFBR3*, *POLR3G*, *GPR157*, *CHIC1*, *SLC18A2*, *FSD1L*, *SRXN1*, SLC2A13, and *RGS17*) or in both conditions (5 genes: *TXNRD1*, *RP11-443P15.2*, *AKR1B10*, *OSGIN1*, and *TNIP3*) compared to control cells treated in the same way (Fig. 6D, E, G).

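RNA-seq was done on 12 libraries of Hs578T cells, 3 for each of 4 groups: cells expressing exogenous NRF2 or GFP, each grown for 8 h with or without Cyss. The 6 libraries of GFP cells are those of Fig. 2. In NRF2 cells, between 27250993 and 31402333 reads per library were counted on genes with Cyss, with a median of 30123150, and between 32346277 and 34958101 without Cyss, with a median of 33654885. Sequencing, mapping and counting were the same for all libraries, and between 15.9 and 17.1% of the reads in each file were not assigned to a gene. The share of reads outside any gene was highest in NRF2 without Cyss replicate 1, with 7.84%. As a check of the labels, NFE2L2 was higher in each library of NRF2 cells than in each of GFP cells. Comparisons between a pair of groups used their 6 libraries only, with the normalization, filter, test and thresholds used for GFP cells. The authors' normalized counts in Dataset S3, which could be read for 1998 of 55242 genes, differed from the deposited counts divided by DESeq2's size factors by at most 4.8e-06 of their value. In a principal component analysis of log2 normalized counts, the first component held 43.6% and the second 17.9% of the variance. On the first component, GFP without Cyss replicate 3 lay at 4.82, apart from replicates 1 and 2 of its group at -6.88 and -4.19.

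**Figure D1:**
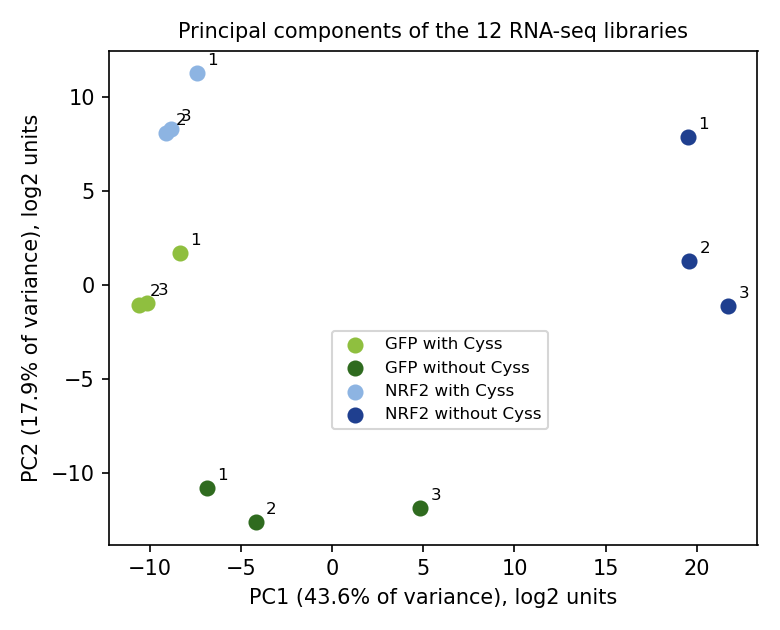
Principal components of the 12 RNA-seq libraries, with the first component (PC1, 43.6% of the variance) on the x axis and the second (PC2, 17.9%) on the y axis, both in log2 units. Each point is a library, coloured by group and numbered by replicate; the NRF2 libraries without Cyss lie between 19.5 and 21.7 on PC1.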

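By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 34 genes were upregulated in GFP cells without Cyss and downregulated by NRF2 without Cyss, and 30 genes were downregulated in GFP cells and upregulated by NRF2. The paper's 17 genes of the former kind were all among the 34. Of the paper's 22 genes of the latter kind, 20 were among the 30. FSD1L and RGS17 were not, since their decrease in GFP cells had adjusted p values of 0.114 and 0.132 in the same edgeR test. The 30 genes comprised 18 upregulated by NRF2 without Cyss only, 7 in both media and 5 with Cyss only. The last were STXBP6, INHBB, TRIM16L, AFP and POPDC3, of which AFP and POPDC3 were named after their values were seen. STXBP6 was a DEG in GFP cells in 2 of the 6 fits that each left out a library, and INHBB in 5, the exception being the fit without GFP without Cyss replicate 3. Where the overlaps use the effect of NRF2 without Cyss, both comparisons share the GFP libraries without Cyss. A chance excess or deficit in these libraries then enters both comparisons in the direction of the overlap. Where they use the effect of NRF2 with Cyss, the GFP libraries with Cyss are shared, and chance differences in them work against the overlap. In 20 simulations with no effect of NRF2, an average of 0.4 genes were upregulated without Cyss and downregulated by NRF2 (range 0 to 2), and 0.2 genes were downregulated and upregulated by NRF2 (range 0 to 1). In 20 simulations in which the observed effects of NRF2 were given to other genes of like abundance, the averages were 10.25 (range 4 to 15) and 5.1 (range 2 to 8). Over all genes, the correlation between the response to Cyss depletion and the effect of NRF2 was -0.278. It lay within the range of these simulations, from -0.309 to -0.256, so the excess was seen in the overlaps of DEGs only. Without a fold change threshold, the alternative that moved the overlaps most, they held 143 and 163 genes. Across the fits that each left out a library, the overlaps held from 14 to 38 and from 12 to 37 genes, both lowest without GFP without Cyss replicate 2. Among the paper's 22 genes, 13 of the 20 found to be downregulated in GFP cells lost that call in some fit that left out a library, as did 6 of its 17 upregulated genes. SLC5A3 (chromosome 21, 35445878 to 35478559), whose exons overlap those of MRPS6 on the same strand, had a log2FC of -0.35 (standard error 0.0499) without Cyss in GFP cells and 0.46 (standard error 0.0727) by NRF2 without Cyss, and its decrease fell below the threshold without GFP with Cyss replicate 1 or GFP without Cyss replicate 2. TNIP3 (chromosome 4, 122052563 to 122148621) had a log2FC of -0.64 (standard error 0.0966) without Cyss and was upregulated by NRF2 by 0.64 with Cyss and by 0.81 without. From these genes and their direction in both comparisons, the paper reasons that they are modulated by NRF2 downstream of Cyss.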

**Fig. 6:**
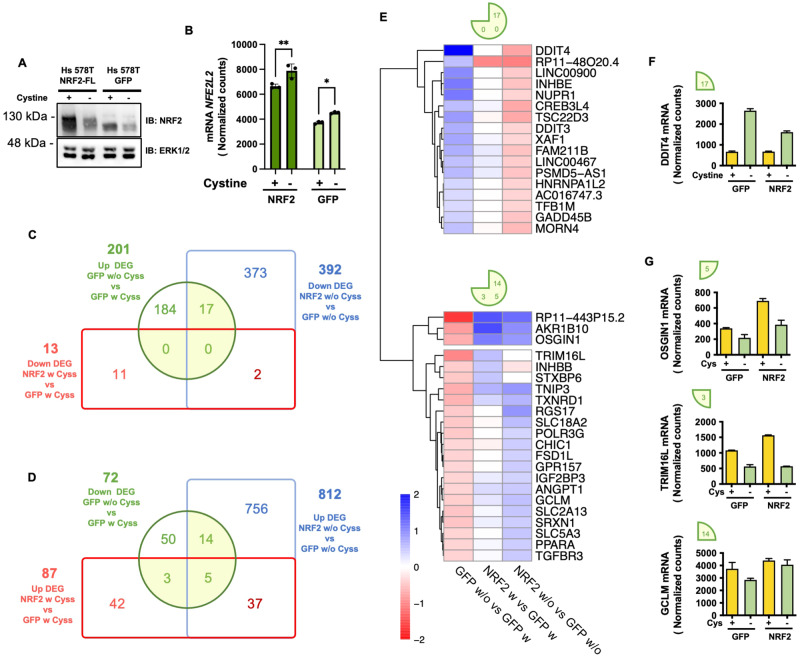
NRF2 target genes downstream of its Cys-dependent activation. **A** Western blot analysis of NRF2 expression in Hs 578T cells transduced with lentiviral vectors for the expression of NRF2-FL (NRF2) or GFP (as control). Whole protein extracts were prepared after 8 h of growth in presence (w Cyss) or absence (w/o Cyss) of Cyss. The same cells as in (**A**) were processed for RNA-seq analysis. **B** DESeq2 mean of normalized counts for NRF2 gene (NFE2L2). Two-way ANOVA was followed by Sidak’s multiple comparisons test. **C** Euler diagram showing effect of the expression of exogenous NRF2 on DEGs upregulated in GFP control cells by Cyss depletion. **D** Euler diagram showing the effect of exogenous NRF2 expression on downregulated DEGs in GFP control cells by Cyss depletion. Adjusted *p* value (p adj) <0.1 and |log_2_FC| > 0.32 were used as thresholds for analysis. **E** Hierarchical clustering of selected DEGs in control cells following Cyss (GFP w/o Cyss vs GFP w Cyss, |log_2_FC| > 0.32, p-adj > 0.1), considering their expression fold change relative to all the compared conditions. Color scale refers to the fold change values of DE transcripts. **F**, **G** DESeq2 mean normalized counts for one gene from each subgroup of NRF2-modulated genes as example. The corresponding pie chart segments are drawn.

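In cells expressing exogenous NRF2, NFE2L2 had 6696 ± 198 (SD, n = 3) normalized counts with Cyss and 7940 ± 614 (SD, n = 3) without. Reads from the exogenous and the endogenous NRF2 mRNA are counted together under this symbol. Against GFP cells in the same medium, the log2FC was 0.84 with Cyss (standard error 0.0378, adjusted p = 4.58e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.79 without (standard error 0.0525, adjusted p = 6.38e-06 from the same test). In NRF2 cells, NFE2L2 rose without Cyss by a log2FC of 0.25 (standard error 0.0510, adjusted p = 0.00274 from the same edgeR test), below the fold change threshold. A difference in this response between NRF2 and GFP cells was not detected, with an interaction of -0.03 on the log2 scale (standard error 0.0650, adjusted p = 0.789 from the same edgeR test on all 12 libraries). Each of the comparisons within a medium or a cell population had a two-sided exact permutation p of 0.1, the smallest that 3 libraries against 3 allow.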

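Against GFP cells in the same medium, NRF2 upregulated 237 and downregulated 35 of the 17449 genes tested with Cyss, and upregulated 1034 and downregulated 708 of the 17297 tested without Cyss. Of the 274 genes upregulated in GFP cells by Cyss depletion, 46 were upregulated and 34 downregulated by NRF2 without Cyss. With Cyss, 9 of them were upregulated by NRF2 and 1, RP11-48O20.4, was downregulated. In the simulations that gave the effects of NRF2 to other genes of like abundance, 12.35 genes on average (range 7 to 20) were upregulated both without Cyss and by NRF2. Of the 93 genes downregulated in GFP cells, 25 were upregulated by NRF2 without Cyss and 12 with Cyss. In NRF2 cells, 1176 genes were upregulated and 887 downregulated without Cyss, among them 185 of the 274 and 42 of the 93. With DESeq2's Wald test on the same genes, NRF2 downregulated 422 genes without Cyss, and with Cyss it upregulated 91 and downregulated 14. With library size only, NRF2 upregulated 876 and downregulated 1001 genes without Cyss. In NRF2 cells, 936 genes then rose and 1397 fell without Cyss. Without GFP without Cyss replicate 2, NRF2 downregulated 425 genes without Cyss. With Cyss, NRF2 upregulated 142 genes without NRF2 with Cyss replicate 1 and downregulated 15 without GFP with Cyss replicate 3.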

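DDIT4 (chromosome 10, 74033678 to 74035794) had 679 ± 32.9 normalized counts in GFP cells with Cyss and 2688 ± 95.7 without, and 677 ± 25.4 and 1625 ± 68.7 in NRF2 cells (SD, n = 3 each). It rose without Cyss in GFP cells by a log2FC of 1.99 (standard error 0.0508) and was lower in NRF2 than in GFP cells without Cyss by a log2FC of -0.73 (standard error 0.0512, adjusted p = 1.11e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With Cyss, no effect of NRF2 on DDIT4 was detected (log2FC 0.01, adjusted p = 0.973 from the same edgeR test). OSGIN1 (chromosome 16, 83964916 to 83999937) had 345 ± 8.02 and 222 ± 40.5 normalized counts in GFP cells with and without Cyss, and 699 ± 28.5 and 390 ± 60.6 in NRF2 cells (SD, n = 3 each). Its exons overlap those of MLYCD on the same strand. NRF2 raised OSGIN1 by a log2FC of 1.03 (standard error 0.0608) with Cyss and of 0.82 (standard error 0.135) without. TRIM16L (chromosome 17, 18625550 to 18638773) is annotated as a transcribed unprocessed pseudogene, and its sequence resembles that of TRIM16, so that reads which fit both genes are not counted for either. It had 1098 ± 10.2 and 573 ± 61.0 normalized counts in GFP cells with and without Cyss, and 1580 ± 11.9 and 577 ± 5.53 in NRF2 cells (SD, n = 3 each). NRF2 raised TRIM16L with Cyss by a log2FC of 0.54 (standard error 0.0428). Without Cyss the log2FC was 0.01 (standard error 0.0755, adjusted p = 0.961 from the same edgeR test), so that no effect was detected. GCLM had 4444 ± 151 normalized counts in NRF2 cells with Cyss and 4089 ± 373 without (SD, n = 3 each). NRF2 raised it without Cyss by a log2FC of 0.50 (standard error 0.0667), and with Cyss its log2FC of 0.24 (adjusted p = 0.0572 from the same edgeR test) was below the fold change threshold. Without Cyss, the call for GCLM was made in each of the 6 fits that left out a library.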

To evaluate the impact of these NRF2 target genes on TNBC prognosis, we plotted the significance (−log_10_ of p-values) of logrank tests for DEGs downregulated by Cyss depletion using the Kaplan-Meier plotter platform and based on relapse-free survival **(**RFS) and distant metastasis-free survival (DMFS) as endpoints of patients with TNBC and ER+/PR+, ER+/PR−, and ER−/PR−/Her+ non-TNBC [27]. In TNBC patients, mRNA expression levels of *OSGIN1, AKR1B10, SRXN1* and *RGS17* were positively correlated with both worse RFS (hazard ratios 1.84, 1.51, 2.11, and 1.79, respectively) and with a worse DMFS (hazard ratios 2.49, 1.49, 2.08, and 2.09, respectively) (Fig. 7A–D). In non-TNBC patients,of these four genes, only *SRXN1* showed a positive correlation with worse RFS in ER+/PR+ patients (Fig. 7A and Fig. S8). We then investigated whether some of these genes also play a key role in NRF2-mediated survival of TNBC cells in the absence of Cyss. To this end, we exogenously expressed *OSGIN1*, *RGS17*, *SRXN1* and *AKR1B10* in Hs 578T cells and analyzed viability. Under these experimental conditions, only *OSGIN1* was able to almost completely reverse the loss of viability (Fig. 8A). Remarkably, *OSGIN1* was similarly regulated by Cyss (Fig. 8B) and promoted survival in the absence of Cyss (Fig. 8C) in the other MSL cells as well.

**Fig. 7:**
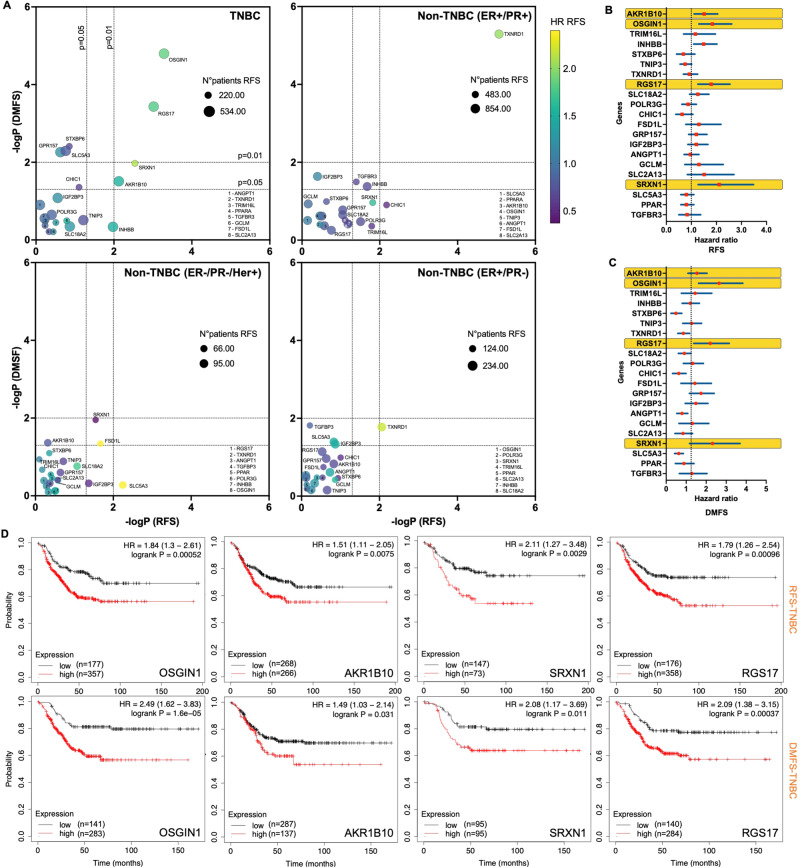
The prognostic values of upregulated genes downstream of NRF2 activation by Cyss in TNBC and non-TNBC. **A** The Kaplan-Meier plotter database was used to analyzed RFS and DMFS for TNBC and non-TNBC patients with high or low expression of the indicated genes. Bubble plot reports -log_10_ of the p values (-logP), the hazard ratio (HR) of RFS and the number of patients for each analysis. **B**, **C** Forest plot reporting the HRs and the 95% confidential intervals of RFS (**B**) and DMFS (**C**) for 21 genes downregulated by Cyss depletion and upregulated by NRF2 (RP11-443P15.2 was not reported because absent in the database). **D** Kaplan-Meier plots of the indicated genes for TNBC patients.

**Fig. 8:**
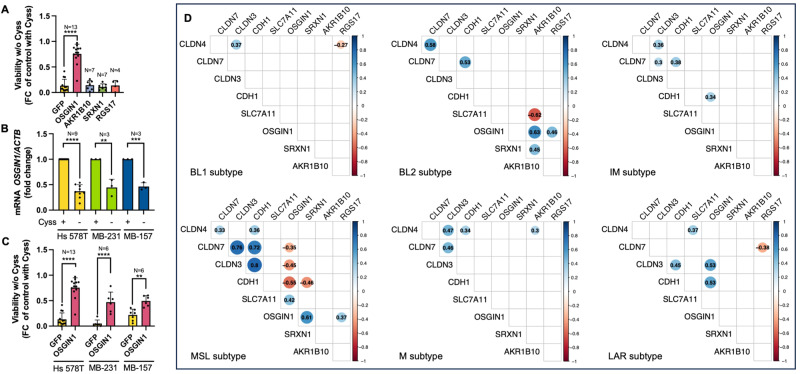
*OSGIN1* rescues Cyss depletion-induced cell death in MSL TNBC cells and correlates positively with *SLC7A11* expression and negatively with *CLDN3*, *CLDN7* and *CDH1* expression in the MSL subtype of TNBC. **A** Cell viability assay of Hs 578 T cells transduced for the exogenous expression of OSGIN1, AKR1B10, SRXN1, RGS17, and GFP as negative control. Values represent the fold change in viability of cells incubated for 24 h without Cyss compared to the same cells incubated with Cyss. One-way ANOVA was followed by Dunnett’s (G) multiple comparisons test. **B** RT-qPCR analysis of the *OSGIN1* expression in MSL TNBC cells in presence or absence of Cyss. ± Cyss conditions were compared using the two-tailed unpaired t-test. An F test was used to compare variance. **C** Cell viability assay of Hs 578 T, MDA-MB-231, and MDA-MB-157 cells transduced for the exogenous expression of OSGIN1, and GFP as negative control. Values represent the fold change in viability of cells incubated for 24 h without Cyss compared to cells incubated with Cyss. Two-way ANOVA was followed by Sidak’s multiple comparisons test. Values of (**A**), (**B**) and (**C**) are expressed as mean ± SD. **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001. **D** Correlograms with pairwise Spearman correlation of gene expression levels. Positive correlations are shown in blue, while negative correlations are shown in red. The intensity of the colors is related to correlation coefficients (R). Each correlogram is specific for a Lehman subtype and only significant correlations (Spearman rho correlation test’s *p* < 0.05) were reported.

To support the hypothesis that Cyss uptake underlies the expression of these four NRF2 target genes in MSL/CL TNBC, we next examined the correlation of their expression with the expression levels of the *SLC7A11*, E-cadherin (*CDH1*) claudin 3 (*CLDN3*), and claudin 7 (*CLDN7*) genes in TNBC patients (*n* = 280) of METABRIC cohort [28]. Patients were stratified into the six Lehmann subtypes to analyze the association. In the MSL subtype, we observe a positive correlation between *OSGIN1* and *SLC7A11* expression (*R* = 0.42; *p* = 0.01) and a negative correlation between *OSGIN1* and *CLDN3* (*R* = −0.45; *p* = 0.06), *CLDN7* (*R* = −0.35; *p* = 0.03), and *CDH1* (*R* = −0.55; *p* = 0.0005) (Fig. 8D).

## Discussion

TNBC cells overexpress *SLC7A11*, which is thought to promote cell survival under OS conditions by sustaining a high rate of GSH synthesis [20]. This is confirmed by the sensitivity of these cells to BSO and by the direct correlation between BSO sensitivity and *SLC7A11* expression [20, 29]. Here, we confirm the Cys dependence of TNBC cells, but by comparing Cyss deprivation with BSO treatment, we show that among the BC cell lines examined, TNBC cells of the MSL/CL subtype exhibit the strongest Cys dependence and in a GSH-independent manner. Indeed, BSO-induced cell death is achieved when cells are treated for 72 h or longer [29], whereas 24 h is sufficient to achieve cell death by Cyss deprivation. These results suggest that there is a pathway downstream of Cyss uptake, but independent of GSH synthesis, that can support OS resistance. In this regard, we demonstrated that NRF2 expression and signaling is upregulated by Cyss uptake in the cell lines with the highest *SLC7A11* expression belonging to the MSL/CL subtype and the unstable group (BT-20). It is worth noting that the BT-20 cell line was recently reclassified as MSL [30]. Overall, these observations, combined with the results of mass spectrometry and KEAP1 mutant analysis and the fact that TNBCs are characterized by a truly low rate of somatic mutations and CNV of *NFE2L2* and genes encoding key components of the NRF2 degradation pathway, are consistent with the hypothesis that forced Cyss uptake by overexpression of *SLC7A11* induces KEAP1 inactivation via cysteinylation of sensor residues 226 and 613. Therefore, Cyss can be considered a new member of class IV of inducers that activate NRF2 signaling independently of Cys151/Cys273/Cys288 [31]. Interestingly, it was previously proposed that the ability of KEAP1 to sense H_2_O_2_ depends on the formation of a disulfide bond between Cys 226 and 613, and this sensing mechanism differs from that used by electrophilic NRF2 inducers, suggesting the plausibility of cysteinylation of these two residues in cells [25]. However, in the absence of evidence for cysteinylation of KEAP1 in cells, we cannot completely exclude the possibility that Cys signaling is mediated indirectly.

By transcriptome analysis of Hs 578T cells, we identified NRF2 target genes downstream of Cyss uptake. The DEGs with known function that are positively regulated by Cyss deprivation in an NRF2-dependent manner are stress response genes involved in endoplasmic reticulum (ER) stress response and autophagy (*DDIT4*, *CREB3L4*, *DDIT3*, *XAF1*, NUPR1, and *GADD45B*) [32–36], mitophagy (*MORN4*) [37] or mitochondrial biogenesis (*TFB1M*) [38]. 

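The genes named here besides DDIT4 were upregulated in GFP cells without Cyss, with log2FC values from 0.33 for TFB1M to 1.09 for NUPR1, and were lower in NRF2 than in GFP cells without Cyss. CREB3L4 (chromosome 1, 153940010 to 153946837), whose exons overlap those of JTB and SLC39A1 on the other strand, had 91.2 ± 8.70 normalized counts in GFP cells with Cyss and 133 ± 14.4 without (SD, n = 3 each). NRF2 lowered it without Cyss by a log2FC of -0.69 (standard error 0.138, adjusted p = 0.00517 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the largest such decrease in this group after that of DDIT4. GADD45B (chromosome 19, 2476120 to 2478257) rose by a log2FC of 0.40 without Cyss and had a log2FC of -0.49 by NRF2 (standard error 0.0578). For DDIT3 (chromosome 12, 57910371 to 57915520), whose exons overlap those of MARS1 and MBD6 on the other strand, and NUPR1 (chromosome 16, 28544029 to 28550329), the log2FC by NRF2 was -0.36 (standard error 0.0666) and -0.35 (standard error 0.0598). Both fell below the fold change threshold without NRF2 without Cyss replicate 1, with values of -0.30 and -0.29. The calls of the remaining genes were each lost in several of the fits that left out a library. XAF1 (chromosome 17, 6658766 to 6678966), which overlaps PRAL on the other strand, had a log2FC of -0.33 by NRF2 (standard error 0.107, adjusted p = 0.0450 from the same edgeR test) and passed the thresholds in 2 of the 6 fits that each left out a library. MORN4 (chromosome 10, 99374310 to 99393257) rose without Cyss by a log2FC of 0.52 (standard error 0.133, adjusted p = 0.0524 from the same edgeR test) and was a DEG in 1 of the 6 such fits, the one without GFP without Cyss replicate 3. TFB1M (chromosome 6, 155577268 to 155635627), which overlaps TIAM2 on the other strand, rose by 0.33 on the log2 scale (standard error 0.0796), passed in 3 of the 6 fits and did not pass without the filter on low counts. The interaction between NRF2 and Cyss was called for 13 of the paper's 17 genes, each with a lower response in NRF2 than in GFP cells, and 4 were not called, MORN4 among them (interaction -0.49 on the log2 scale, adjusted p = 0.146 from the same edgeR test on 12 libraries). The study chose the 17 genes on the same libraries for a rise in GFP cells and a lower level in NRF2 cells without Cyss. That choice favours a lower response in NRF2 cells, so the direction of these calls is not independent evidence.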

Since NRF2 is a transcriptional activator, we hypothesize that these genes are rapidly activated by OS and ER stress induced by Cyss deprivation and are only indirectly regulated by NRF2 as it plays a role in balancing OS, mitochondrial dysfunction and also ER stress [39, 40] Of the 22 DEGs that were negatively regulated by Cyss deprivation and positively regulated by exogenously expressed NRF2, 19 remained upregulated in the presence of exogenously expressed NRF2 even in the absence of Cyss and consequently could be direct targets of NRF2 transcriptional activity and involved in the survival of Hs 578T cells under these conditions. 

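Of the paper's 22 genes, 19 were higher in NRF2 than in GFP cells without Cyss by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2FC values from 0.36 for POLR3G to 1.17 for the gene with a clone name among them, and STXBP6, INHBB and TRIM16L were not. These 19 include FSD1L and RGS17, whose decrease in GFP cells was not called. The call was made in each of the 6 fits that left out a library for 16 of the 19 genes. POLR3G (chromosome 5, 89767565 to 89810374), which overlaps MBLAC2 on the other strand and had an adjusted p of 0.0422 in the same edgeR test, was called in 2 of these fits, SRXN1 in 3 and FSD1L in 5. FSD1L (chromosome 9, 108210077 to 108314714) had a log2FC of 0.38 (standard error 0.0954) and RGS17 (chromosome 6, 153325594 to 153452417) of 0.84 (standard error 0.116). IGF2BP3 (chromosome 7, 23349828 to 23510110), which overlaps MALSU1 on the other strand, had 759 ± 37.4 normalized counts in NRF2 cells and 586 ± 10.6 in GFP cells without Cyss (SD, n = 3 each), a log2FC of 0.37 (standard error 0.0617). TGFBR3 (chromosome 1, 92145900 to 92371892) had 661 ± 14.9 and 490 ± 33.2 normalized counts (SD, n = 3 each), a log2FC of 0.43 (standard error 0.0699). The decrease without Cyss in GFP cells was -0.34 for IGF2BP3, -0.36 for TGFBR3 and -0.44 for POLR3G on the log2 scale. All 3 decreases fell short of the thresholds without GFP with Cyss replicate 1, and those of TGFBR3 and POLR3G also without GFP without Cyss replicate 2.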

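SRXN1 (chromosome 20, 627259 to 633844) had 106 ± 6.69 normalized counts in GFP cells and 141 ± 16.5 in NRF2 cells without Cyss (SD, n = 3 each), a log2FC of 0.41 (standard error 0.122, adjusted p = 0.0320 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AKR1B10 (chromosome 7, 134212319 to 134226164) had 106 ± 5.48 and 61.9 ± 7.23 normalized counts in GFP cells with and without Cyss, and 283 ± 9.89 and 115 ± 3.69 in NRF2 cells (SD, n = 3 each). NRF2 raised AKR1B10 by a log2FC of 1.44 (standard error 0.0880) with Cyss and of 0.89 (standard error 0.130) without. TXNRD1 had 15070 ± 270 normalized counts in NRF2 cells with Cyss and 11851 ± 1111 without (SD, n = 3 each), and its log2FC by NRF2 was 0.35 (standard error 0.0327) with Cyss and 0.60 (standard error 0.0666) without. Both AKR1B10 and TXNRD1 were called in each fit that left out a library, in either medium. The values of GCLM, OSGIN1 and TRIM16L stand with Fig. 6, and among the genes SRXN1, TXNRD1, AKR1B10, GCLM, OSGIN1 and TRIM16L, only TRIM16L was not raised by NRF2 without Cyss in the fit to all 6 libraries.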

In support of this hypothesis, six of these DEGs (*TNXRD1*, *SRXN1, GCLM, AKR1B10, OSGIN1, and TRIM16L)* are already known to be direct NRF2 transcriptional targets [41–46]. Among these 19 DEGs, many play a role in TNBC or BC in general and are worth mentioning. *GCLM*, *SRXN1* and *TXNRD1* are directly involved in GSH- or NADPH-dependent antioxidant pathways [47]. *AKR1B10* encodes a multifunctional NADPH-dependent reductase that stimulates BT-20 breast cancer cell growth in vitro and metastasis in vivo [48, 49]. *RGS17* is upregulated in BC where promotes cell migration, invasion, and proliferation [50]. *IGF2BP3* is preferentially expressed in TNBC, where it is significantly more abundant in tumor-initiating BC cells and promotes EMT and stem-like properties [51–54]. *TGFBR3* is specifically overexpressed in MSL TNBC and has been shown to act as a tumor promoter for MSL TNBC cells [55]. *POLR3G* is a critical driver of stemness [55] and is significantly overexpressed in TNBC but not in other breast cancers [56]. In addition, *POLR3G* promotes invasive growth and metastasis of MDA-MB-231 cells [56]. Overall, these observations suggest that Cyss uptake in TNBC can maintain NRF2 activation to promote substantial OS resistance, but also, less obviously, EMT and stem-like phenotype of MSL TNBC. This is also consistent with the emerging role of NRF2 in promoting stem cell properties in cancer cells [57].

Finally, we found that the expression of exogenous OSGIN1, similarly to the expression of exogenous NRF2, can rescue Cyss depletion-induced rapid cell death in MSL/CL TNBC cells, suggesting for the first time a role of *OSGIN1* as a tumor promoter. *OSGIN1* can promote apoptosis [58, 59] or autophagy [60] and cytoprotection [61]. Based on the observations that in TNBC a high level of autophagy contributes to the maintenance of cellular homeostasis and promotes tumor progression and chemotherapy resistance, we speculate that OSGIN1 may play a protective role in stress-induced cell death in MSL/CL TNBC cells by promoting autophagy. However, this hypothesis needs further and more detailed investigation.

In conclusion, TNBC is an aggressive and heterogeneous tumor that requires more selective treatment, and the xCT/NRF2/*OSGIN1* axis is a novel specific target for the treatment of MSL/CL subtypes overexpressing *SLC7A11*, which may be more effective than GSH depletion.

## Materials and methods

### Cell culture and treatment

Cells were cultured as described in Table S2. For Cyss depletion, cells were washed with phosphate-buffered saline solution (PBS), pH 7.4, and incubated for the indicated times in DMEM, high glucose, no glutamine, no methionine, no cystine (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% (v/v) fetal bovine serum (FBS), 0.2 mM l-Methionine, 100 μg/ml streptomycin, 100 U/ml penicillin, and 2 mM l-glutamine. 0.8 or 0.2 mM l-Cystine was added in control cells. Lenti-X 293T cell line was used to produce lentiviral particles. For cells treatments, AOAA (Selleck Chemicals LLC, Houston TX 77230 USA), I3MT-3 (MedChemExpress, Sollentuna, Sweden**)**, and Erastin **(**Tocris-Bio-Techne SRL, Milano, Italy) were solubilized in DMSO. BSO (Sigma–Aldrich, Milan, Italy) and NACET [24] were solubilized in water. Mito-TEMPO (Sigma-Aldrich, Milan, Italy) was solubilized in DMSO and added to the cells simultaneously with the medium change 24 h before the viability assay. Cell viability was evaluated by using the CellTiter 96® Aqueous one-solution cell proliferation kit (Promega, Fitchburg, WI, USA). Intracellular levels of Cys and GSH were measured as previously described [62].

### RNA extraction, RT-qPCR and RNA-Seq

Total RNA was extracted from Hs 578 T cells using RNeasy Plus Mini Kit (Qiagen, Hilden, Germany), according to the manufacturer’s instruction. Total RNAs used to evaluate the gene expression by means of QuantiNova SYBR Green RT-PCR Kit Kit and the Rotor-Gene Q thermocycler (Qiagen, Hilden, Germany). Primers for RT-qPCR are reported Table S3. For gene expression profiling, total RNA of GFP or NRF2 expressing Hs 578 T cells was purified using EuroGOLD TriFast™ (Euroclone, Milan, Italy). RNA quantity and quality were evaluated by Nanodrop 8000 (Thermo Fisher Scientific, Waltham, MA, USA) and Fragment Analyzer (Advanced Analytical Technologies, Heidelberg, Germany) using the DNF-471 Standard Sensitivity RNA Analysis Kit (15nt) (Agilent Technologies, Santa Clara, CA, USA). RNA samples were further processed for mRNA-seq library preparation according to the manufacturer’s instructions (TruSeq RNA Sample preparation v2, Illumina, San Diego, CA, USA). The sequencing was done using an Illumina NextSeq 500 sequencer (single end). Fastq files quality check was performed using FastQC v0.11.5. The fastq files were mapped to the hg19 genome using TopHat v2.1.0 with the following parameters –bowtie1 –no-coverage-search -a 5. The number of reads covered by each gene was calculated by HTSeq-Count 0.11.2 with -s no -a 0 -t exon -m intersection-nonempty parameters. Before further analysis, all of reads mapped to rRNA were removed from the count data. For calculating differentially expressed genes and normalized count, DESeq2 R package v1.20.0 was used with the default parameters. Adjusted p-value < 0.05 calculated by DESeq2 was used to define differentially expressed genes. Gene Set Enrichment Analysis (GSEA), as implemented in the R/Bioconductor package clusterProfiler (v 4.4.4), was used to search for modulated pathways of WikiPathways database (https://www.wikipathways.org/). Mutation profiles, comprising SNV and CNV (amplifications and homozygous deletions) and their frequencies, for the *KEAP1*, NRF2 and *CUL3* genes were downloaded from cBioportal for all 28 studies forming the TCGA PanCancer dataset.

### TNBC subtyping

Expression profiles of TNBC samples (*n* = 320) from the METABRIC dataset were quantile normalized and standardized. After checking the ER expression level, 4 samples were excluded. We used the classifier developed by Chen et al. [63] (https://cbc.app.vumc.org/tnbc/).

### Western blot analysis

Total cell extracts were prepared as previously described [64]. Primary and secondary antibodies used for immunoblotting are reported in Table S4. Band intensities were measured by means of ImageQuant™ LAS 4000 Chemiluminescence Camera System and ImageQuant^TM^ TL analysis software (GE Healthcare Life Science, Chicago, IL, USA).

### Cell transfection and luciferase reporter assay

Cells were seeded to reach 70–80% of confluency on the day of transfection in a 6-well culture plate. 24 h post seeding, 1.8 μg of luciferase reporter vector pGL4.37 (*luc2P*/ARE/Hygro) (Promega Corp., Fitchburg, WI, USA), 0.2 μg of Renilla luciferase control vector (pRL-SV40) (Promega Corp., Fitchburg, WI, USA) were used for the transfection of a single well with the Transporter 5 Transfection Reagent (PolyScience, Niles, IL, USA). For KEAP1 mutant analysis, 1.6 μg of pGL4.37, 0.2 μg of KEAP1 or GFP expression vector, and 0.2 μg of pRL-SV40 were used for the transfection of a single well. 24 h post transfection, the cells were grown in medium with or without Cyss. After 8 h, cells were harvested in Passive Lysis Buffer (Promega Corp., Madison, WI) and the luciferase activity was measured by the Nano Dual-luciferase report™ assay System (Promega Corp., Madison, WI). Luciferase activity was normalized to the activity of the Renilla luciferase as an internal control.

#### Lentiviral transduction

Lentiviral particles were produced by transfecting Lenti-X 293T cell line as previously described [65]. For transduction, the cells were plated in 6-well plates at a concentration of 2.5 × 10^5^ cells·well^−1^. After 24 h, the culture medium was replaced with complete medium and 0.025–0.250 ml of Lenti-X 293 T supernatant containing lentiviral particles and 4 μg/ml of polybrene (hexadimethrine bromide, Sigma-Aldrich, Milan, Italy), per well. After 24 h, medium was changed, and after other 48 h, cell extracts were analyzed by western blot or the total RNA was collected.

### Statistical analysis

The data analysis was performed using Prism 9 statistical software (GraphPad Software Inc., San Diego, CA). Shapiro–Wilk test was used to test for non-Gaussian distribution. Significance was estimated by one-way, two-way ANOVA, or two-tailed unpaired t-test as appropriate to the experimental design. After the ANOVAs were performed, a Sidak’s, Dunnett’s, or Tukey’s multiple comparisons test was used to compare the means of the different groups.

### Plasmids and site-directed mutagenesis

For the RNA interference-mediated knockdown of KEAP1, we used the lentiviral plasmid pLKO.1 from the TRC shRNA library (Sigma-Aldrich, Milan, Italy) expressing specific shRNA for 3′UTR of human KEAP1 (#TRCN0000155340) or GFP as negative control [65]. Lentiviral plasmid for KEAP1 expression (#RC202189L3) and NRF2 (#RC204140L1) were purchased from ORIGENE (Rockville, MD, USA). Lentiviral plasmid for SLC7A11 expression (#118702) expression was purchased from Addgene (Cambridge, MA, USA). The point mutations in human KEAP1 cDNA were introduced using the QuickChange XL Site-Directed Mutagenesis kit (Agilent, Santa Clara, CA).

### KEAP1 mass spectrometry analysis

For mass spectrometry analysis, 10 μg of recombinant human KEAP1 (#11981-H29B-100, Sino Biologicals, Beijin, PR China) were diluted to 100 μl with 20 mM Tris pH 8.0 and diafiltrated by means of a Amicon Ultra-0.5 ml device (Sigma-Aldrich, Milan, Italy) to eliminate GSH, and then treated with 30 mM M DTT and incubated 30 min at room temperature to reduce the disulfide bridges, diafiltrated to remove the excess of DTT and diluted in 20 mM Tris pH 8.0. The reaction volume was divided in 4 aliquots (45 μl; 1 μM final concentration of KEAP1), and to each aliquot were added 5 μl of water or Cys at the concentration of 10 μM. The reaction was incubated 1 h at room temperature, diluted with 20 mM Tris pH 8.0, diafiltrated, rediluted and the protein digested by trypsinization for 3 h. The analyses were performed on a Q-Exactive Plus mass spectrometer. The raw data obtained were analyzed using the Biopharma Finder 2.1 software (Thermo Fisher Scientific).

### Supplementary information

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Supplementary material

## Data Availability

The data generated in this study are available within the article and its supplementary information files. The raw data generated in this study are publicly available in Gene Expression Omnibus (GEO) at GSE251707 (Token: ulcrwqyorruftsz).

How the deposited data were processed for this re-analysis (not part of the article)

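RNA was sequenced from Hs578T cells expressing GFP or exogenous NRF2 and grown for 8 h with or without Cyss, with 3 libraries in each of 4 groups. The authors mapped single-end reads to hg19 with TopHat, counted them on exons with HTSeq in its intersection-nonempty mode without regard to strand, and deposited a table of raw counts per gene symbol for each of the 12 libraries. The tables list 55765 symbols and the 5 counters that HTSeq adds for reads not assigned to a gene. Reads on genes numbered from 27250993 to 44596870 per library, with a median of 32857536. Of the reads in each file, from 5.82 to 7.84% lay outside genes, from 3.16 to 3.38% were ambiguous and from 6.08 to 6.81% did not map to a single place. Genes named as rRNA, 523 in number and with 0.254 to 0.303% of the reads, were removed as in the paper's methods, which left 55242 genes. The version of the annotation used for counting could not be found in the paper's text or the sample descriptions. Positions, lengths and GC content were taken from GENCODE 44 on GRCh37, in which 33277 symbols were found as listed and a further 1906 under a newer name.

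The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with matplotlib 3.10.9 for the plot. For each of 4 comparisons (without against with Cyss in GFP cells and in NRF2 cells, and NRF2 against GFP cells with and without Cyss), the 6 libraries concerned were normalized by TMM, genes with a mean normalized count of at least 10 in either group were kept, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was applied. A DEG had an adjusted p under 0.1 and a log2FC above 0.32 in size, the thresholds in the legends of Figs. 2 and 6, whereas the methods name an adjusted p under 0.05, which was tried as an alternative. The difference between the responses of NRF2 and GFP cells to Cyss deprivation was tested as an interaction on all 12 libraries with an adjusted p under 0.1. The paper used DESeq2 with default parameters, which was run as an alternative. Means and SDs of normalized counts are over the 3 libraries of a group, and standard errors are those of the fitted log2FC. These printed counts, unlike the log2FC of a comparison, were scaled by TMM over all 12 libraries. Gene sets were tested with limma's camera (preset correlation 0.01), with fry and an estimated correlation beside it, and adjusted over 6 sets. These were 3 leading-edge sets printed in Dataset S2, whose full pathways are not printed there, and 3 lists written from general knowledge before the counts were examined: NRF2 targets, ATF4 targets and immediate early genes, the last being genes that respond within minutes to many stimuli.

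The genes whose changes are described were fixed by a rule before the data were examined, apart from AFP and POPDC3, as were the tests of the comparisons, the interaction and the gene sets, the thresholds and most alternatives. The rule covers every gene the paper names from its RNA-seq, the genes of the sets, for each comparison the 3 DEGs with the largest log2FC in each direction among those with a mean of at least 50 normalized counts in the higher group and no overlap between groups, and for the interaction the 5 genes in each direction with the smallest adjusted p. Alternatives were DESeq2's size factors, scaling by library size only, DESeq2's Wald test on the same genes, edgeR's filterByExpr, no filter on low counts, all 12 libraries in the fit, the replicate number as a block, other thresholds, and leaving out each library in turn. Another 4 settings of DESeq2, a setting with rRNA genes kept, and the scalings, filters and left-out libraries of the gene set tests were added after the data were examined. The overlaps of DEGs were compared with 20 simulations for each of the cases in which NRF2 changes no gene and in which its effects fall on other genes of like abundance, the latter added after the data were examined. The procedure was tested on simulated data in which 200 genes were changed, and recovered 98.5% of them without against with Cyss in GFP cells, 99.5% in NRF2 cells, 97% for NRF2 with Cyss, 98.5% for NRF2 without Cyss and 93.5% for the interaction, with 12, 12, 5, 9 and 23 false calls. The simulated changes were well above the threshold of 0.32, so these shares do not apply to changes near it. For the interaction, a size above 0.32 was also required here, unlike in the main test. With DESeq2's Wald test the shares were 96.5, 96.5, 94, 97.5 and 91.5%, with 2, 1, 0, 6 and 11 false calls. The Western blot, RT-qPCR, luciferase, viability and patient data of the paper have no deposited counts and were left out.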

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

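Of the tests of explanations in this part, those of depth, of the most abundant genes and of GC content and gene length for the interaction were set before their results were seen, as were the interaction, the gene set tests and the simulations without an effect of NRF2, while the tests of scaling, library quality, swapped libraries, handling and regroupings, the thinned counts for NRF2 with Cyss, the scalings of the gene sets and the simulations with effects on other genes were chosen only after.

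The response to Cyss deprivation differed between NRF2 and GFP cells, which the paper does not test. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on the interaction, the response was higher in NRF2 cells for 1585 genes and lower for 1084 of the 17674 genes tested, and 4376 genes had an unadjusted p under 0.05. Higher in NRF2 cells were SLC7A2 (interaction 1.07 on the log2 scale), SOX9 (0.84), NEDD4L (0.73), HHIP (0.83) and INHBA (0.69). Lower were DDIT4 (-0.72), AKR1C1 (-0.44), ABHD4 (-0.63), ID3 (-0.67) and INHBE (-0.53). Each of these 10 genes was called in all 12 fits that left out a library. The counts depend more on single libraries: without GFP without Cyss replicate 2 they were 913 and 482, and without NRF2 with Cyss replicate 3 they were 964 and 590. The genes with a lower response also numbered 609 and 705 without GFP with Cyss replicate 1 or 3, and 666 without GFP without Cyss replicate 1.

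Several technical explanations of these 2669 genes are argued against by the tables. With every library thinned to the 27250993 reads of the smallest, 2474 genes were called, so a difference in depth is not the whole cause. Without the 10 genes with most reads, 2648 were called. After a correction of each library for trends with GC content and length, which moved single genes by up to 0.38 on the log2 scale, 2935 genes were called against 2711 without it among the same genes, and 94.2% of the genes called had both values. With the other scalings, DESeq2's size factors or library size only, the smaller count was 2654. Without NRF2 without Cyss replicate 1, which had the highest share of reads outside genes, 2437 were called. Libraries swapped between NRF2 and GFP cells would place NFE2L2 out of order, but the lowest NRF2 library lay 1.40 times above the highest GFP library. Among 100 regroupings drawn from the 200 that keep each medium's libraries together, 5 had as many genes, the real grouping included, and the highest count was 4722. The 4 others were all among the 12 drawn that left the libraries without Cyss parted into NRF2 and GFP cells, so they still hold the effect of NRF2 without Cyss. The regroupings that mixed these libraries reached at most 2 genes, but in them the effect of NRF2 adds to the spread within groups. The regroupings therefore do not decide how often chance alone would give as many genes. Exogenous NRF2 is the biological difference in the design and stays open, as do differences between the cultures that the counts do not record.

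Targets of NRF2 fell more without Cyss in NRF2 cells than in GFP cells, with a median interaction of -0.18 on the log2 scale over 28 genes, 20 of them lower. camera gave an adjusted p of 1.64e-04, fry 9.25e-04 and camera with an estimated correlation 0.0437, and the median was also below 0 with DESeq2's size factors and with library size only. Of the targets, 13 were called lower and 2 higher, or 17 and 3 when adjusted over the list alone. The leading-edge sets did not show the pattern. Their genes were chosen for a decrease in the same GFP libraries, which pushes their interaction upward. They therefore cannot decide whether the pattern depends on the list taken. The 22 leading-edge genes of the NRF2 pathway, 12 of them among these targets, had a median interaction of 0.08 with 13 higher (camera adjusted p = 0.364, fry 0.177). The 24 metapathway genes had a median of 0.05 with 12 higher and 12 lower (camera 0.939, fry 0.751). The counts of targets called lower restate the pattern, so they test neither a stronger effect of NRF2 on its own targets nor a larger loss of NRF2 activity without Cyss, and the explanation stays open. The exogenous NRF2 was full length, and the paper reports that its protein was sensitive to Cyss deprivation, unlike a deletion mutant. That report goes with a larger loss of NRF2 activity, which RNA counts do not measure.

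Targets of ATF4 rose less without Cyss in NRF2 than in GFP cells, with a median interaction of -0.16 on the log2 scale over 25 genes, 19 of them lower. camera gave an adjusted p of 1.02e-05 and fry 0.00477, but with an estimated correlation it was 0.107, past the threshold of 0.1. Of these targets, 10 were called lower and 1 higher, or 12 and 1 when adjusted over the list alone. These counts restate the pattern, so they do not test whether the same response is further along in NRF2 cells. The 11 leading-edge genes of the unfolded protein response did not show a lower response as a set. Their median interaction was 0.0036, with 6 higher and 5 lower (fry adjusted p = 0.177). The paper's own explanation, that NRF2 lessens the stress of Cyss deprivation, stays open, as do differences between the cultures that the counts do not record.

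Immediate early genes rose more without Cyss in NRF2 cells, with a median interaction of 0.43 on the log2 scale over 22 genes, 20 of them higher. Of these genes, 14 were called higher and 1 lower, or 17 and 1 when adjusted over the list alone. camera gave an adjusted p of 1.02e-12, fry 0.00150 and camera with an estimated correlation 0.0437, and the median was 0.44 with DESeq2's size factors and 0.38 with library size only. These genes also respond to the handling of cells, so a difference in the handling of the NRF2 cultures without Cyss and an effect of NRF2 cannot be told apart by this median of 0.43, because the labels do not say how the cultures were handled. In the same medium without Cyss, EGR1 had 1831 ± 208 normalized counts in NRF2 cells and 319 ± 114 in GFP cells (SD, n = 3 each).

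Signals outside the genes the paper discusses were found in the comparison of NRF2 with GFP cells. With Cyss, MMP10 was higher in NRF2 cells by a log2FC of 3.67 and SPP1 by a log2FC of 3.16. Both were called in all 6 fits that left out a library. MMP10 had 24.1 ± 5.03 normalized counts in GFP cells and 309 ± 39.8 in NRF2 cells with Cyss, and SPP1 54.7 ± 5.26 and 486 ± 27.0 (SD, n = 3 each). A swap of libraries is argued against by NFE2L2, with its ratio of 1.40, and depth by the thinned libraries, in which 233 genes were upregulated by NRF2 with Cyss against 237. Reads from other cells were not tested, and an effect of exogenous NRF2, direct or indirect, stays open.

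Of the genes upregulated in GFP cells without Cyss, 46 were also upregulated by NRF2 without Cyss, against 34 that NRF2 downregulated, and the paper does not discuss the 46. The 34 became 45 with library size only and 14 without GFP without Cyss replicate 2, so which count is larger may depend on the processing. Simulations in which the effects of NRF2 fell on other genes gave 12.35 on average with a range from 7 to 20, so a random overlap of effects did not reach 46. Simulations in which NRF2 changed no gene gave 0.05 on average, but these do not test this overlap. A chance excess in the shared GFP libraries raises a gene in the response to Cyss depletion and lowers it in the effect of NRF2. In these 46 genes the effect of NRF2 has the direction of the effect of Cyss deprivation. Whether these genes belong to a response that is further along in NRF2 cells, or respond to NRF2 apart from Cyss, stays open.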

How the results depend on the processing

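Unless said otherwise, the alternatives here were set before the data were examined, while the thinning of libraries for the comparisons of a pair of groups, all splits, the scalings and left-out libraries of the gene sets and DESeq2 on other sets of genes were chosen only after results had been seen. Under DESeq2's size factors, filterByExpr and the rRNA genes kept, the last of these added later, every count of DEGs, both overlaps and the interaction stayed within 1.5 times their values. No log2FC called for a named gene was called in the other direction under any setting.

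With library size only, 936 genes rose and 1397 fell without Cyss in NRF2 cells, against 1176 and 887, and NRF2 without Cyss raised 876 and lowered 1001, against 1034 and 708. The interaction then had 1124 genes higher and 1981 lower in NRF2 cells, against 1585 and 1084, so which direction holds more genes depends on the scaling. With DESeq2's Wald test on the same genes, NRF2 with Cyss raised 91 and lowered 14 genes, NRF2 without Cyss lowered 422, and 19 genes were upregulated without Cyss and downregulated by NRF2. Without the filter on low counts, 185 genes fell in GFP cells, NRF2 with Cyss lowered 66, and 62 genes were downregulated without Cyss and upregulated by NRF2. With all 12 libraries in the fit, NRF2 with Cyss lowered 21 genes. At an adjusted p under 0.05, NRF2 with Cyss lowered 17 genes, the interaction was lower for 528, and 20 genes were upregulated without Cyss and downregulated by NRF2, fewer by construction. With no fold change threshold, more genes pass by construction: 543 and 490 in GFP cells, 2633 and 2379 in NRF2 cells, 724 and 398 by NRF2 with Cyss, 2425 and 2551 by NRF2 without Cyss, and 143 and 163 in the overlaps. With an interaction above 0.32 in size also required, 824 genes were higher and 523 lower in NRF2 cells. Apart from the thresholds, the cause was not tested.

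DESeq2 settings added after the data were examined gave NRF2 with Cyss 91 genes raised and 12 lowered when run on genes with at least 1 read, and NRF2 without Cyss 397 lowered, with 17 genes upregulated without Cyss and downregulated by NRF2. On all genes, those without reads included, they gave 87 and 13, 392 and 17. With independent filtering set for 0.05 they gave 87 and 13, 396 and 17. With all 12 libraries in the fit, 90 and 12 genes were changed by NRF2 with Cyss and the overlap held 21 genes. The cause was not tested.

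Leaving out each library in turn gave from 55 to 133 genes lower without Cyss in GFP cells, with 55 and 57 without GFP with Cyss replicate 1 and without GFP without Cyss replicate 2. NRF2 with Cyss raised from 142 to 254 genes and lowered from 15 to 56. NRF2 without Cyss lowered from 425 to 840, with 425 and 464 when GFP without Cyss replicate 2 or 1 was left out. The interaction was higher for 913 to 2119 and lower for 482 to 1562 genes. From 14 to 38 genes were upregulated without Cyss and downregulated by NRF2, and from 12 to 37 were downregulated and upregulated by NRF2. Of the latter, from 1 to 6 were upregulated with Cyss only and from 4 to 25 without Cyss only. A fit to fewer libraries has less power by construction, and other causes were not tested.

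Deviations from the group means correlated between -0.160 and 0.248 for libraries with the same replicate number. This shows no consistent pairing but does not exclude one, since libraries with different numbers were not compared. With the replicate number as a block, 280 and 106 genes were changed in GFP cells, 1192 and 930 in NRF2 cells, 250 and 41 by NRF2 with Cyss and 1103 and 801 by NRF2 without Cyss, the interaction was called for 1866 and 1307 genes, and the overlaps held 39 and 38. Each of these counts was higher than without the block, but none moved by over 1.5 times.

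Gene set calls by camera that did not hold with an estimated correlation were those of the ATF4 targets by NRF2 with Cyss (adjusted p = 0.121) and without (0.252) and in the interaction (0.107), and of the unfolded protein response by NRF2 without Cyss (0.265) and in the interaction (0.514). The last also failed under fry (0.177), and its camera value ranged from 0.00360 to 0.342 across the fits that left out a library. The median of the unfolded protein response genes in the interaction changed sign, from 0.0036 to -0.05 with library size only. Their median log2FC by NRF2 with Cyss also changed sign under that scaling, from -0.0078 to 0.0002.

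With 3 libraries per group, each comparison allows 10 splits, so a share below 0.1 cannot be reached. Every other split mixes libraries of both groups, so a real effect adds to the spread within groups and few calls follow. The splits therefore do not decide how often chance alone would give as many genes. In GFP cells, 1 of the 10 splits gave as many DEGs without against with Cyss, the real split, and no other split gave any. The same held in NRF2 cells and for NRF2 with Cyss, with 1 of 10 each, while for NRF2 without Cyss another split reached 1 gene and again 1 of 10 was as large. For the genes upregulated without Cyss and downregulated by NRF2, 1 of 10 splits was as large. For those downregulated and upregulated by NRF2, 1 of 100 regroupings was as large as the real 30 and the highest other reached 25. These regroupings keep the calls in GFP cells, and some keep the real split in 1 medium, so this share is not a chance level. Depth limits the results little: with all libraries thinned to the smallest, the comparisons gave 249 and 91, 1124 and 849, 233 and 32, and 1023 and 698 genes higher and lower, in the order in which the block's counts are given.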

Differences from the paper's values

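The alternatives named here were set before the data were examined, except the DESeq2 settings named as added, which were chosen only after the values were seen.

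For genes upregulated in GFP cells without Cyss and downregulated by NRF2 without Cyss, the paper's value is 17 and the value here is 34. With DESeq2's Wald test on the same genes the count was 19, at an adjusted p under 0.05 it was 20, and it was 24 without GFP with Cyss replicate 1, 21 without GFP with Cyss replicate 3, 14 without GFP without Cyss replicate 2 and 23 without NRF2 without Cyss replicate 1, all within 1.5 times the paper's. DESeq2's size factors (30), library size only (45), filterByExpr (35), no filter on low counts (44), all 12 libraries in the fit (34), the replicate block (39), no fold change threshold (143) and the other fits that left out a library did not close the gap.

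For genes downregulated in GFP cells and upregulated by NRF2 with Cyss only, the paper's value is 3 and the value here is 5. With DESeq2's Wald test on the same genes it was 3 and with filterByExpr 4. It was 3 or 4 in 6 of the fits that left out a library, without GFP with Cyss replicate 1, 2 or 3, without GFP without Cyss replicate 2, without NRF2 with Cyss replicate 3 and without NRF2 without Cyss replicate 1. The size factors, library size only, no filter, 12 libraries, the block and an adjusted p under 0.05 left it at 5 or 6, and no fold change threshold gave 24.

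For genes upregulated by NRF2 with Cyss, the paper's supplementary table lists 87 and the value here is 237. Of the alternatives set beforehand, only DESeq2's Wald test on the same genes closed the gap, with 91 genes. DESeq2's size factors gave 233, library size only 255, filterByExpr 222, no filter 308, 12 libraries 192, the block 250, an adjusted p under 0.05 168 and no fold change threshold 724, and leaving out a library gave from 142 to 254.

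For genes downregulated by NRF2 with Cyss, the paper's table lists 13 and the value here is 35. DESeq2's Wald test on the same genes (14), an adjusted p under 0.05 (17) and the fits without GFP with Cyss replicate 3 (15), without NRF2 with Cyss replicate 1 (18) and without NRF2 with Cyss replicate 3 (15) closed the gap. The size factors (36), library size only (35), filterByExpr (33), no filter (66), 12 libraries (21), the block (41), no fold change threshold (398) and the other fits that left out a library did not.

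For genes downregulated by NRF2 without Cyss, the paper's table lists 392 and the value here is 708. DESeq2's Wald test on the same genes (422), an adjusted p under 0.05 (529) and the fits without GFP without Cyss replicate 1 (464), replicate 2 (425) and without NRF2 without Cyss replicate 2 (579) closed the gap. The size factors (646), library size only (1001), filterByExpr (692), no filter (754), 12 libraries (714), the block (801), no fold change threshold (2551) and the other fits that left out a library did not.

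The paper's methods name DESeq2 with default parameters. With that test on all genes, those without reads included, a setting chosen after the values were seen, the counts were 201 and 72 in GFP cells, 953 and 599 in NRF2 cells, 87 and 13 by NRF2 with Cyss and 812 and 392 by NRF2 without Cyss, and the overlaps held 17 and 22 genes, the latter with 3 with Cyss only, 14 without Cyss only and 5 in both media. The setting on genes with at least 1 read (201 and 72, 953 and 597, 91 and 12, 829 and 397), that with independent filtering set for 0.05 (201 and 72, 957 and 604, 87 and 13, 830 and 396) and that with all 12 libraries (221 and 75, 1007 and 707, 90 and 12, 912 and 512), also chosen after the values were seen, came within 1.5 times of the paper's counts too.

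The paper names FSD1L and RGS17 among the genes downregulated in GFP cells without Cyss, and here their adjusted p values were 0.114 and 0.132 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both were called with library size only, with DESeq2's Wald test on the same genes, without the filter on low counts and under the 4 DESeq2 settings chosen after the values were seen, FSD1L also with the replicate block. Among the 6 fits that each left out a library, FSD1L was called in 2 and RGS17 in 1.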

Other observations

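All tests of explanations in this part were chosen only after the results they examine were seen, while the gene sets and their tests were set before the data were examined.

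The paper reports gene sets for GFP cells only. In NRF2 cells, which were not used to choose them, the 22 leading-edge genes of the NRF2 pathway had a median log2FC without Cyss of -0.20, with 19 genes lower (camera adjusted p = 1.83e-08, fry 5.35e-04), and the 24 metapathway genes of -0.13, with 15 lower (camera 6.46e-05, fry 1.33e-04). The NRF2 targets had a median log2FC of -0.37 with 16 of 28 called lower (fry 9.90e-06), the ATF4 targets of 0.74 with 21 of 25 called higher (fry 4.67e-05), the unfolded protein response genes of 0.58 (fry 7.91e-04) and the immediate early genes of 0.58 with 18 of 22 called higher (fry 1.33e-04), and the counts adjusted over the list alone were the same for these 3 lists. All 6 sets were called, and 5 of the 10 splits of the 6 NRF2 libraries gave as many calls by camera with its preset correlation, but only 1 of 10, the real split, did by fry, where no other split called any. The calls by camera with a preset correlation are thus no evidence by themselves. The other splits mix both media, so the effect of Cyss deprivation adds to the spread within groups. Their lack of calls by fry therefore does not decide how often chance alone would give calls. In GFP cells the immediate early genes had a median log2FC of 0.17 (fry adjusted p = 0.0328, camera with an estimated correlation 0.0803), with 2 genes called higher, or 5 when adjusted over the list alone.

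Against GFP cells with Cyss, all 28 listed targets of NRF2 had a positive log2FC in NRF2 cells, with a median of 0.32 and 14 called (fry adjusted p = 4.84e-06). Without Cyss 24 were higher and 4 lower, with a median of 0.28 and 13 called (fry 2.44e-04). SLC7A11, which encodes the cystine antiporter, was raised by NRF2 by a log2FC of 0.64 in either medium and had a log2FC of -0.04 without Cyss in GFP cells (adjusted p = 0.826 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

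GFP without Cyss replicate 3 lay between the other GFP libraries and the NRF2 libraries without Cyss, by 0.318 of the distance in the median over 53 genes with a large interaction. RNA of NRF2 cells mixed into this library would move genes that NRF2 raises with Cyss by the same share, but the median over 8 such genes was 0.0224, all 8 lay below 0.318, and MMP10 lay at 0.0368 and SPP1 at 0.00790. This argues against such a mixture, and a stronger response of that culture to Cyss deprivation stays open.

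Among the genes tested in both NRF2 and GFP cells, 956 that rose and 829 that fell without Cyss were called in NRF2 cells and not in GFP cells. In GFP cells, 72.3% of them moved the same way, against 55.9% of all genes tested in both, but 56.4% against 51.2% without GFP without Cyss replicate 3, so most of the difference rests on that library, and a response of the same kind that is further along in NRF2 cells can be neither excluded nor shown. Across 17048 genes, which are not independent replicates, the responses of NRF2 and GFP cells had a Spearman correlation of 0.214.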
